# Transcriptome and hormone profiling reveals *Eucalyptus grandis* defence responses against *Chrysoporthe austroafricana*

**DOI:** 10.1186/s12864-015-1529-x

**Published:** 2015-04-18

**Authors:** Ronishree Mangwanda, Alexander A Myburg, Sanushka Naidoo

**Keywords:** *Eucalyptus* stem canker, Gibberellic acid, Hormone signalling, Plant defence, RNA-sequencing, Salicylic acid

## Abstract

**Background:**

*Eucalyptus* species and interspecific hybrids exhibit valuable growth and wood properties that make them a highly desirable commodity. However, these trees are challenged by a wide array of biotic stresses during their lifetimes. The *Eucalyptus grandis* reference genome sequence provides a resource to study pest and pathogen defence mechanisms in long-lived woody plants. *E. grandis* trees are generally susceptible to *Chrysoporthe austroafricana*, a causal agent of stem cankers on eucalypts. The aim of this study was to characterize the defence response of *E. grandis* against *C. austroafricana*.

**Results:**

Hormone profiling of susceptible and moderately resistant clonal *E. grandis* genotypes indicated a reduction in salicylic acid and gibberellic acid levels at 3 days post inoculation. We hypothesized that these signaling pathways may facilitate resistance. To further investigate other defence mechanisms at this time point, transcriptome profiling was performed. This revealed that cell wall modifications and response to oxidative stress form part of the defence responses common to both genotypes, whilst changes in the hormone signaling pathways may contribute to resistance. Additionally the expression of selected candidate defence response genes was induced earlier in moderately resistant trees than in susceptible trees, supporting the hypothesis that a delayed defence response may occur in the susceptible interaction.

**Conclusion:**

The ability of a host to fine-tune its defence responses is crucial and the responses identified in this study extends our understanding of plant defence, gained from model systems, to woody perennials.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1529-x) contains supplementary material, which is available to authorized users.

## Background

*Eucalyptus,* a member of the myrtle family, is a genus of woody plants that are keystone ecological species in their natural range in Australia and nearby islands. Eucalypt species and hybrids are a valuable international commodity due to their superior growth and wood properties benefiting timber, pulp and paper production. These trees are also being investigated as a potential lignocellulosic feedstock for biofuel and biomaterials production [1,2]. Long-lived plants such as eucalypts encounter various abiotic and biotic stresses throughout their lifetimes that affect growth and the quality of the wood at rotation age. An investment in maintaining healthy trees is thus important for ensuring future sustainability of the forestry industry [3]. Current disease control strategies such as hygiene practices in nurseries are short-term solutions thus other avenues should be explored to further understand how eucalypts respond during biotic stresses.

The availability of the *Eucalyptus* genome provides an invaluable reservoir to mine for information on various responses such as those activated following an encounter with a pathogen [4,5]. Plant defences have been extensively studied in model organisms such as *Arabidopsis thaliana* and *Nicotiana spp.* but information about this is limited in eucalypts [6]. From these model systems, it has emerged that plant defence is a multi-faceted and complex process that requires fine-tuning by the host. Perception of a pathogen occurs through receptors in the cell membrane that transduce the signal through various signaling cascades [7,8]. This transduction results in the initiation of a plethora of mechanisms that alter pathogen proliferation such as the generation of reactive oxygen species (ROS), cell wall modifications, hormone signaling and the expression of defence-related proteins [9-11]. The host needs to be able to tightly regulate these responses as defence is a costly endeavor and these adaptations are usually dependent on the lifestyle of the pathogen. Biotrophic pathogens are restrained through the production of ROS and an induction of the salicylic acid (SA) pathway. However, necrotrophic pathogens can thrive on dead tissue and the production of ROS creates a favorable environment for the pathogen which may further promote its proliferation. Defence against necrotrophs then usually involves triggering the ethylene (ET) and jasmonic acid (JA) pathways [9].

*Chrysoporthe austroafricana* is considered a fungal necrotroph that causes the development of stem cankers on *E. grandis* thereby reducing wood quality, viability and growth [12,13]. Although a devastating pathogen in the late 1990’s, the spread of this fungal pathogen is currently controlled through the vegetative propagation of *E. grandis x E. urophylla* hybrids. This interaction between *E. grandis* and *C. austroafricana*, can be used as a model and one can exploit this system to expand our understanding of defence in woody species by investigating the responses of a moderately resistant and susceptible host. In the interaction with *C. austroafricana*, the *E. grandis* clone TAG5 is moderately resistant whilst *E. grandis* ZG14 is susceptible, with lesion lengths twice that of TAG5 [14]. With the availability of the *E. grandis* genome sequence, this type of study can provide insight into the defence mechanisms employed by the host. Thus the aim of this study was to identify putative defence responses triggered in *E. grandis*, following challenge by the fungal pathogen *C. austroafricana*. This was achieved by profiling known phytohormones and identifying the transcriptional responses activated in the moderately resistant and susceptible hosts through RNA-sequencing. The power of comparing these interactions lies in the ability to deduce basal and induced defence mechanisms that contribute to limiting the spread of the pathogen but also exposes weakness of the host that the pathogen may manipulate. We find that although there was an overlap between the two hosts in terms of general defence, the moderately resistant host was able to regulate defence responses such as hormone levels that may limit the spread of the disease.

## Results

### Disease progression of *C. austroafricana* on TAG5 and ZG14

Stems of *E. grandis* ramets of TAG5 and ZG14 were inoculated with *C. austroafricana* and the development of lesions was monitored over the course of six weeks. Measurements taken at 7 days post inoculation (dpi) and 3 weeks post inoculation (wpi) showed a clear difference in lesion development between TAG5 and ZG14 (Figure 1). The reduced lesion development in TAG5 was therefore consistent with the classification of this host as moderately resistant according to Van Heerden et al. [14].

**Figure 1:**
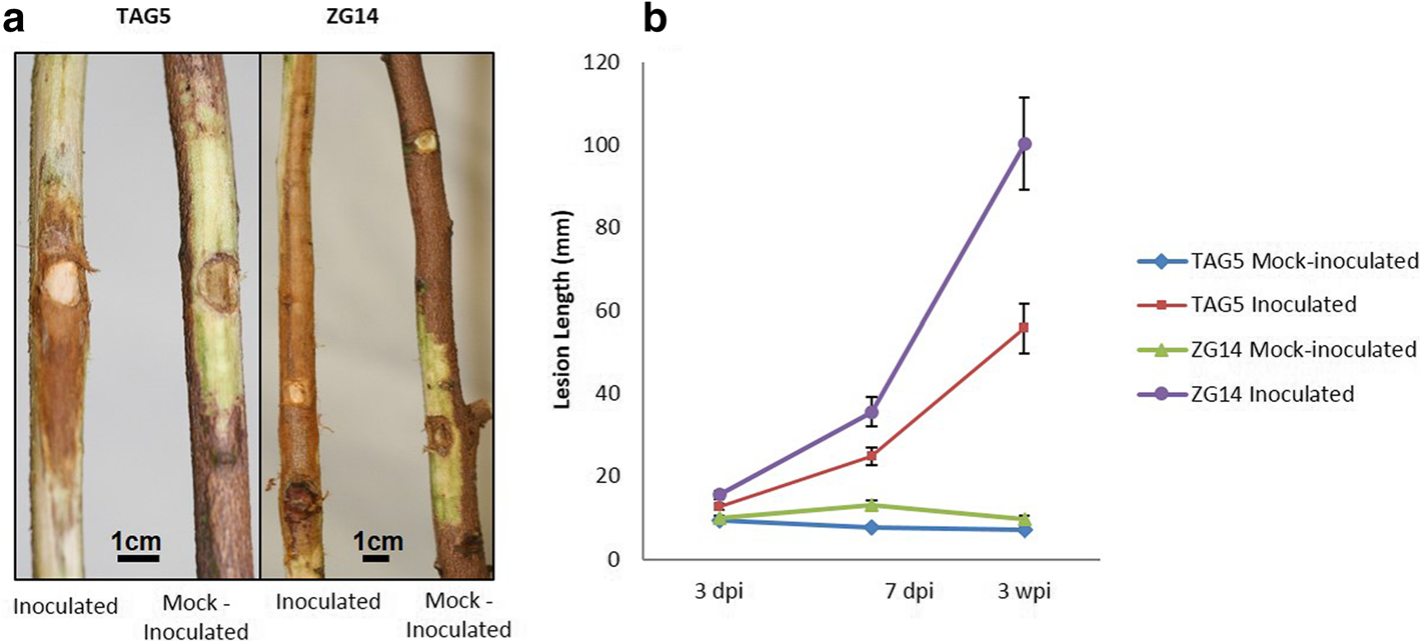
*Eucalyptus grandis* clones challenged with *Chrysoporthe austroafricana*. **a** – Lesion development in TAG5 and ZG14 at 3 weeks post inoculation. **b** – Progression of lesion lengths over a 3 week period in TAG5 and ZG14.

No lesion development was observed in the mock-inoculated ramets. While there is indication that wounding would have an effect on a host’s defence responses as observed in model systems [15], the current experiment was designed to use a wounded mock inoculated control. This type of inoculation closely reflects a natural mode of entry of the fungus in *Eucalyptus* plantations. While an unwounded control would provide insight into the wound response due to the inoculation procedure, we considered the mock-inoculated control as a more biologically relevant comparison to study the effects of the fungus directly.

### Hormone profiling highlights changes occurring at 3 dpi in TAG5 that may contribute to resistance

Phytohormones form a critical facet of the defence cascade and therefore it was of interest to investigate how these metabolites are influenced in *E. grandis* under biotic stress. Thus to further evaluate the role of these phytohormone in the interaction with *C. austroafricana*, we measured JA, SA and gibberellic acid (GA) at various time points in TAG5 and ZG14. This hormone profiling revealed patterns in TAG5 and ZG14 that may contribute to resistance or susceptibility respectively.

At the earlier time points (24 hours post inoculation (hpi) & 48 hpi), no significant changes were observed in TAG5 or ZG14 with the hormones profiled (Figure 2). SA was found to occur at significantly higher basal levels in the moderately resistant host TAG5, than in the susceptible ZG14 at all the time points however, following inoculation, SA decreases in TAG5 at 3 dpi but remains constant in ZG14 (Figure 2). Interestingly at 3 dpi, a decrease was also observed for GA in TAG5 after pathogen challenge but no change was found to occur in ZG14. At 7 dpi, an increase of JA was observed in TAG5 and ZG14, which also displayed changes in SA and GA having increased and decreased respectively. Concurring with antagonism between SA and JA, the high basal levels of SA in TAG5 correlated with a lower basal level of JA in TAG5 than in ZG14 (Figure 2).

**Figure 2:**
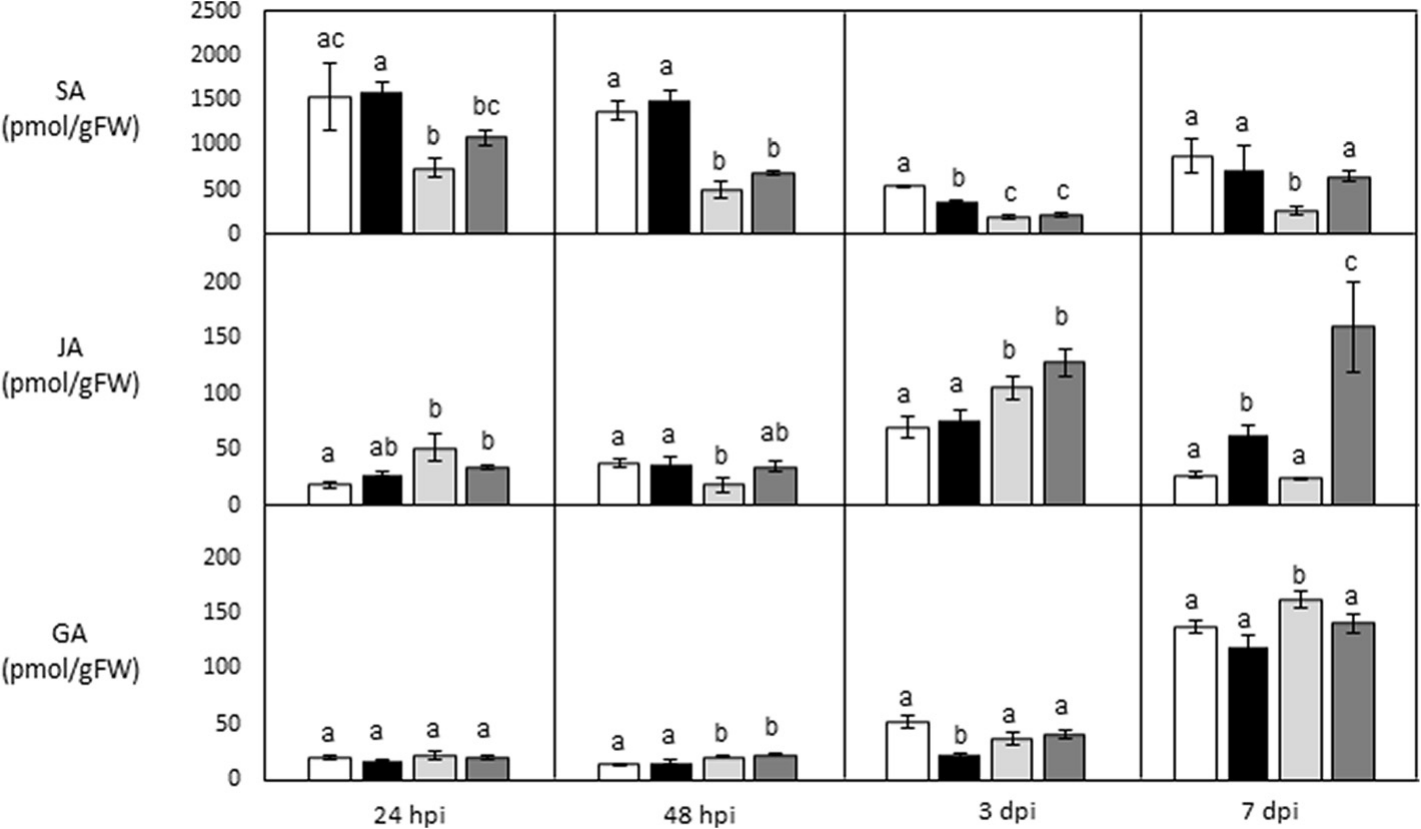
Hormone measurements of TAG5 and ZG14 over a time series post challenge with *C. austroafricana*. TAG5 mock-inoculated (White bars) and TAG5 inoculated (black bars). ZG14 mock-inoculated (Light grey bars) and ZG14 inoculated (Dark grey bars). Error bars are indicative of the standard error of the mean of the biological replicates (n = 3) for each sample. Significant differences are denoted by different alphabets (Kruskal-Walis test, p < 0.05).

This data alludes to significant changes occurring with the phytohormones at 3 dpi in TAG 5 that are absent in ZG14 and may contribute to resistance. Additionally there was no significant differences observed in the lesion lengths between the genotypes at 3 dpi (Figure 1) and therefore this time point was selected to further investigate additional transcriptional changes that may elucidate other defence mechanisms.

### Transcriptome profiling of TAG5 and ZG14 challenged with *C. austroafricana*

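RNA was sequenced from stem material of TAG5 and ZG14 at 3 dpi in 12 samples that formed 4 groups: each genotype mock-inoculated with a sterile agar plug or inoculated with *C. austroafricana*, with 3 biological replicates of 3 ramets per group. Table S1 of the paper gives the depth per sample: 39195029 to 39370778 paired-end reads (median 39273762) for mock-inoculated TAG5, 37390551 to 38684116 (median 37617103) for inoculated TAG5, 37594917 to 38856446 (median 38697190) for mock-inoculated ZG14 and 34373634 to 38062937 (median 36626103) for inoculated ZG14. The authors mapped the 50 bp reads with Bowtie 2 and Tophat v2.0.4 to version 1.1 of the *E. grandis* genome, with 2 mismatches per read and a maximum intron of 10000 bp, quantified them with Cufflinks v1.03, and compared inoculated with mock-inoculated trees with Cuffdiff v1.0.3 in a separate run for each genotype. The values used here are the output of those runs: for each of 36376 gene models 1 FPKM value per group with the replicates pooled, a test statistic, a p-value and a status, so that no value per replicate and no spread between replicates was used here. From these, the log2 ratio of inoculated to mock-inoculated FPKM was computed with no pseudocount, the p-values of the gene models with status OK (tested) were adjusted by the method of Benjamini and Hochberg, and a gene model was called DE at an adjusted p under 0.05. The difference between the genotypes' log2 ratios was tested by a z statistic, with the standard error of each ratio taken as the ratio over the authors' statistic, so that these errors are those of the authors' model.

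The choice of gene models to test shaped every count. Cuffdiff tested 4461 gene models in TAG5 (12.3%) and 4185 in ZG14 (11.5%), left 30721 and 31185 untested (NOTEST), and failed on 1194 and 1006 (FAIL). In TAG5, NOTEST gene models reached at most 33.8 FPKM in the mock-inoculated and 35.7 FPKM in the inoculated group, and 0 tested gene models lay at or under both values. In ZG14 the corresponding values were 35.7 and 37.0 FPKM, with 4 tested gene models at or under both. The methods give "FPKM >1000" for Cuffdiff without saying to what it applied: 24 tested gene models of TAG5 and 28 of ZG14 exceeded 1000 FPKM in a group. As the genotypes were run separately, their FPKM values share no common scaling step; over the 3742 gene models tested in both, the median log2 ratio of TAG5 to ZG14 was -0.03 in mock-inoculated and 0.04 in inoculated trees.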

Transcriptome profiling of TAG5 and ZG14 at 3 dpi (Figure 3) yielded at least 34 million total paired ends reads in each sample which all passed quality control assessment (Additional file 1: Table S1). Over 75% of the reads were found to map to the *E. grandis* genome. Additionally, 2-3% of the reads from the infected samples mapped to the genome of the pathogen, *C. austroafricana* (Additional file 1: Table S1). 

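In Table S1, 0.5% of the reads of all mock-inoculated samples of both genotypes mapped to the *C. austroafricana* genome. In the inoculated samples the share was 1.9% to 3.2% (median 2.1%) in TAG5 and 2.9% to 3.2% (median 3.2%) in ZG14, and the share on the *E. grandis* genome had a median of 76.9% in TAG5 and 75.8% in ZG14.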

The *E. grandis* genome currently has 36,376 predicted protein coding genes [4]. Cufflinks analysis of our datasets identified between 27,714 and 29,829 expressed genes (FPKM > 0) (Additional file 1: Table S1). 

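At the level of the pooled groups, 32004 gene models had an FPKM above 0 in mock-inoculated and 32240 in inoculated TAG5, and 31744 and 31641 in ZG14. An FPKM of at least 1 was reached by 21667 and 21851 gene models in TAG5 and by 21479 and 21294 in ZG14, and an FPKM of at least 10 by 11114 and 11082 in TAG5 and by 11053 and 10931 in ZG14, so that most gene models at 10 FPKM or more were not among those tested.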

Cuffdiff analyses identified 1539 and 1495 significantly DE gene models (inoculated vs controls) in TAG5 and ZG14 respectively (Figure 3b). 

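With the p-values of the tested gene models adjusted anew, 1539 gene models were called in TAG5, 857 up-regulated and 682 down-regulated, and 1495 in ZG14, 749 up-regulated and 746 down-regulated. The adjusted values differed from those of the authors' deposited table by at most 1.4e-06, and the calls from its marks for 0 gene models. A change of at least 2-fold was found in 729 of the called gene models in TAG5 and 628 in ZG14. The alternative that moved these counts by the most gene models was an adjustment over the whole table, with untested gene models taken at their listed p: it called 3946 in TAG5 and 4455 in ZG14, of which 2699 and 3163 were untested. As a ratio, the TAG5 count moved most with Bonferroni's correction, to 565. Among called gene models with at least 1 FPKM in both groups, the largest rises in TAG5 were those of Eucgr.F02733 (pathogenesis-related family protein, log2 ratio 6.17), Eucgr.G03344 (6.05) and Eucgr.E00357 (expansin-like B1, 5.20), and the largest falls those of Eucgr.J01238 (-3.11), Eucgr.I02271 (basic chitinase, -3.01) and Eucgr.I02094 (CONSTANS-like 2, -2.98). In ZG14 the largest rises were those of Eucgr.J00889 (a laccase, 4.27), Eucgr.I01194 (4.11) and Eucgr.L00636 (4.04), and the largest falls those of Eucgr.H02910 (EF-hand, -3.85), Eucgr.G01934 (CCR-like, -3.07) and Eucgr.C00678 (a heat shock protein, -2.90). The step between tested and untested gene models, and the log2 ratios on both sides of it, are plotted for each genotype.

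**Figure D1:**
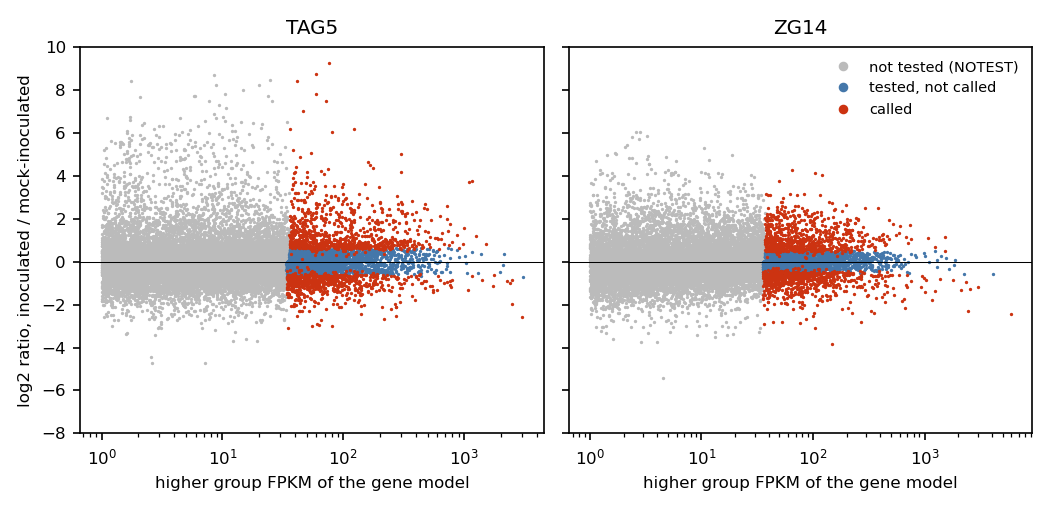
Log2 ratio of inoculated to mock-inoculated FPKM against the higher of the group FPKM values, for gene models with an FPKM above 0 in both groups and at least 1 in one, in TAG5 and ZG14. Grey, not tested (NOTEST); blue, tested and not called; red, called at an adjusted p under 0.05.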

The full list of expressed genes can be found in Additional file 2: Table S2. These gene lists were used for further analyses to elucidate patterns of defence responses emerging from the datasets.

**Figure 3:**
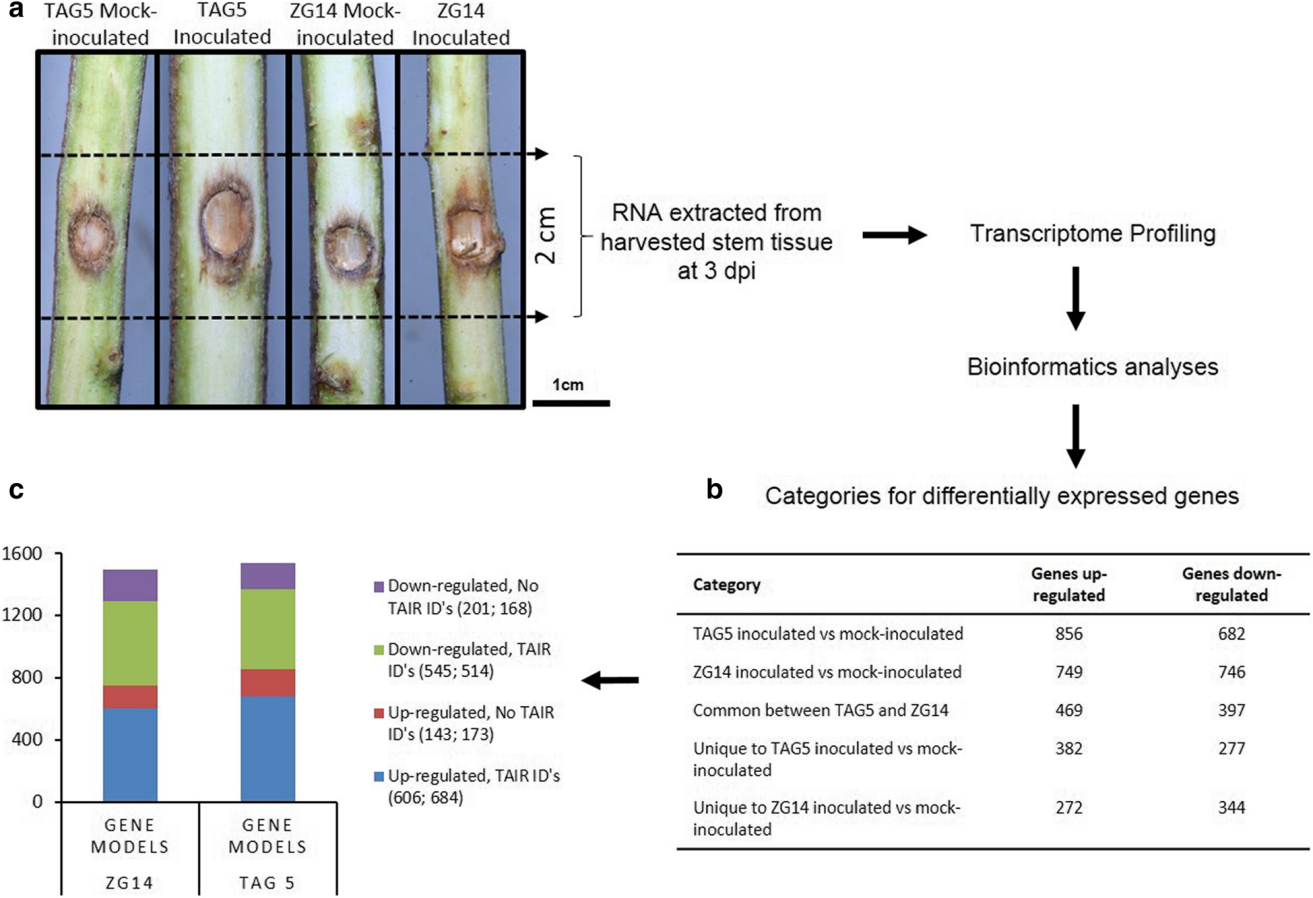
Schematic representation of transcriptome profiling conducted with *E. grandis* challenged with *C. austroafricana*. **a** - Lesion development at 3 dpi. **b** – Categories of significantly differentially expressed genes indicating the degree of uniqueness and similarity in the datasets. **c** - Bar graph representing the number of *E. grandis* gene models that had corresponding *A. thaliana *ID’s.

### Over-representation of GO terms within the datasets reveals distinct defence responses

To further investigate patterns of the activated defence responses within each host, DE genes that had corresponding *Arabidopsis* identities (Figure 3c) were analyzed to identify over-representation of gene ontology terms within the three categories: molecular function (MF), cellular component (CC) and biological processes (BP). This analysis provided an indication of the overall changes occurring within each GO category and allows for a broad comparison of the processes occurring in TAG5 and ZG14 at the different stages of plant defence. It also enables the detection of differences in the patterns observed between a resistant and susceptible host indicated by the presence or absence of GO terms. Only terms that had a log_2_ (q-value) > 10 are indicated on the graph and this was applied for all GO categories except the biological processes.

 For both the up-regulated and down-regulated datasets, the MF and CC categories highlighted the presence of over-represented GO terms that were either shared between host responses or unique to a genotype. For the up-regulated dataset in the MF category, oxidoreductase activity was present in both datasets as genes within this term are generally associated with controlling ROS during a defence response (Additional file 3: Figure S1). Other terms such as “protein transmembrane transporter activity” was found only in TAG5. In the MF down-regulated dataset, there exists a clear difference in “transcription regulator activity” and “chlorophyll binding” between the two hosts. Interestingly, for the CC category, there were more terms unique to the moderately resistant TAG5 in the up-regulated dataset, while there were more terms unique to the susceptible ZG14 in the down-regulated dataset (Additional file 4: Figure S2). Amongst the shared terms of the up-regulated datasets for CC was the “cell wall” category, which had more over-represented terms in TAG5 than in ZG14.

Due to the large array of BP responses that were observed, only key processes are highlighted in the figures. These processes were selected based on known categories of defence that are affected during pathogen interactions. Both hosts contained terms in the up-regulated datasets associated with the phenylpropanoid pathway, response to oxidative stress, secondary metabolic process, lignin metabolic processes, response to ethylene and response to jasmonic acid. In the ZG14 up-regulated dataset, there was an over-representation of terms involved in the negative regulation of the ET pathway such as “negative regulation of ethylene-mediated signaling pathway” (Figure 4a). This latter term encompasses genes such as *EBF1/2* which is involved in suppressing ET signaling. In TAG5, the term “defence to fungus, incompatible interaction” was found but did not appear within the ZG14 dataset. This corroborates the hypothesis that TAG5 is moderately resistant and is able to withstand pathogen infection to a degree (Figure 4a).

**Figure 4:**
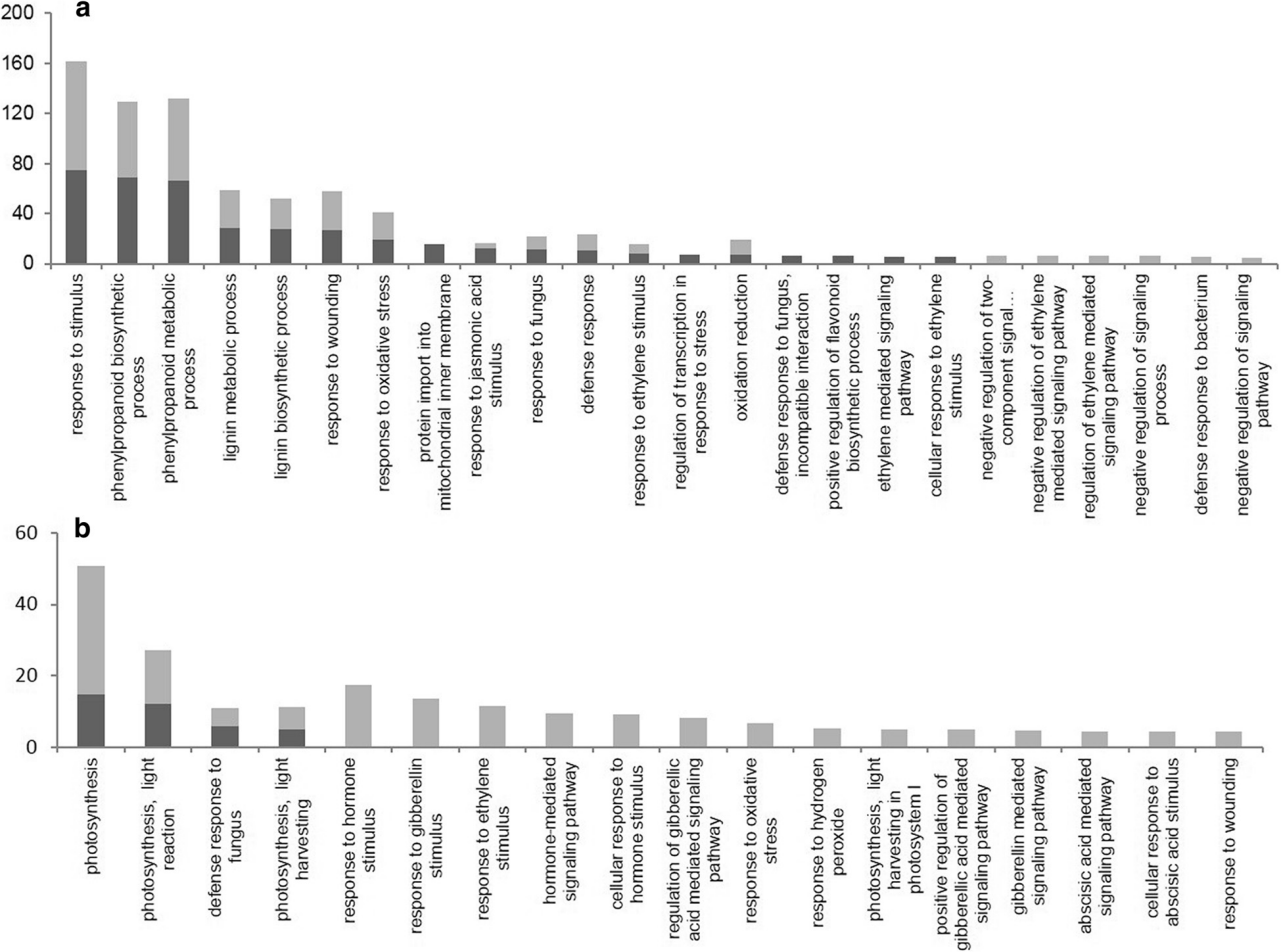
Selected biological process GO terms that are over-represented in TAG5 and ZG14. **a** – BinGO terms within the up-regulated dataset. **b** – BinGO terms within the down-regulated dataset for TAG5 (Dark grey bars) and ZG14 (Light grey bars). The y-axis represents the –log_2_(q-value) obtained with the Benjamini & Hochberg False Discovery Rate (FDR) correction analysis. The x-axis represents the BinGO terms within the datasets.

Within the down-regulated dataset, there was an over-representation of photosynthesis-related terms in both TAG5 and ZG14. However, ZG14 also has over-represented terms such as “abscisic acid mediated signaling pathway” and “response of gibberellic acid mediated signaling” that are absent from the TAG5 dataset (Figure 4b). The candidates within the BP GO term categories were subsequently further analyzed to highlight any key distinctions in different metabolic processes.

### Differences in the regulation of defence responses occur in the two hosts

Differentially expressed (DE) gene models from TAG5 and ZG14 up – and down-regulated datasets were analyzed with MAPMAN which provides a visual representation of the genes within different cellular processes. Due to the large degree of overlap between the two hosts, the DE gene lists were subdivided into sets of genes DE in TAG5 and ZG14, those unique to TAG5 (659 gene models, Figure 3) and those unique to ZG14 (616 gene models, Figure 3).

#### Defence responses shared between TAG5 and ZG14

From the 866 gene models common to both hosts (Figure 3b), 809 gene models were found to have corresponding *A. thaliana* IDs. 

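The calls of the genotypes overlapped in 866 gene models changed in the same direction, 469 up-regulated and 397 down-regulated, and a further 13 were called in both genotypes in opposite directions, 5 up-regulated in TAG5 and 8 up-regulated in ZG14. Table S3 was held here in a copy of 864 gene models, all of them among the 866, of which 664 carried a TAIR10 identifier. With the whole-table adjustment the overlap in the same direction grew to 2397 gene models, and with Bonferroni's correction it shrank to 343. Across the 3742 gene models tested in both genotypes, Spearman's rho of the log2 ratios was 0.82 and Pearson's r 0.83; genes are not independent replicates, and no p-value is attached. Over the 19174 gene models with at least 1 FPKM in all 4 groups, rho was 0.73. The log2 ratios of both genotypes are plotted against each other with the gene models whose response differed between them.

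**Figure D2:**
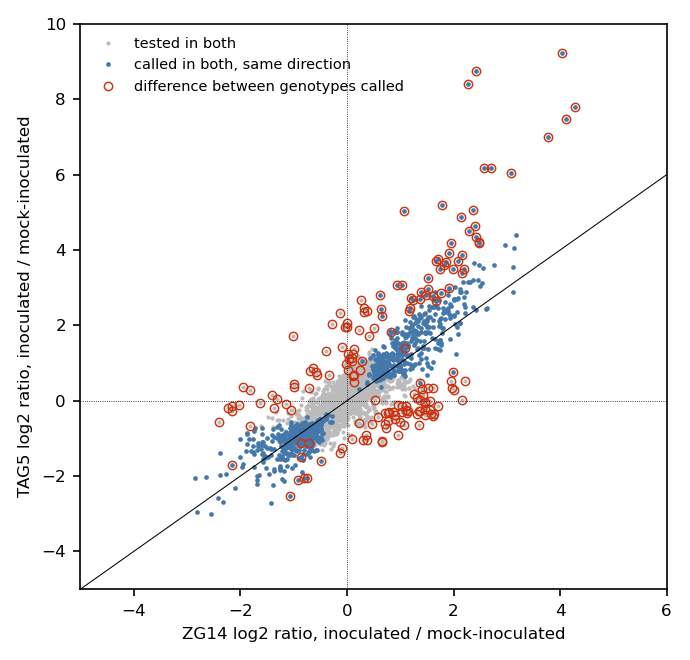
Log2 ratio of inoculated to mock-inoculated FPKM in TAG5 against that in ZG14 for gene models tested in both genotypes. Blue, called in both in the same direction; red circles, difference between the genotypes called by the z statistic at an adjusted p under 0.05; line, equal ratios.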

The gene models that were found to be common amongst the resistant and susceptible interactions correlated with many processes that are affiliated with a defence response. These processes included up-regulation of genes involved in hormone signaling such as JA and ET, an increase in the number of secondary metabolites, changes in the cell wall structure, up-regulation of pathogenesis related proteins as well as the respiratory burst. 

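Among the 864 gene models of Table S3 held here, the TAIR10 descriptions of 20 named chitinases, pathogenesis-related proteins, thaumatins or osmotins: 17 were up-regulated and 3 down-regulated in both genotypes, with a median log2 ratio of 2.74 in TAG5 and 1.83 in ZG14, and with the larger change in TAG5 for 15 of the 20. Table S3 holds only gene models called in the same direction in both genotypes. Agreement between the genotypes was thus fixed by the choice of list. The difference between genotypes was called for 10 of the 20, though for none of them with standard errors multiplied by 2. A larger ratio in TAG5 did not always mean a higher level in inoculated trees. Eucgr.F02733 rose from 1.70 to 123 FPKM in TAG5 and from 22.6 to 148 FPKM in ZG14. Eucgr.I01495 rose from 111 to 428 FPKM in TAG5 and from 102 to 267 FPKM in ZG14. The fall of Eucgr.I02271, a basic chitinase, was among the largest of all called gene models in TAG5 (80.6 to 10.0 FPKM, against 99.3 to 16.9 FPKM in ZG14). For ethylene biosynthesis the descriptions named 1 common gene model, *ACO4* (Eucgr.K00739).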

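The difference between genotypes was called for 62 of the 866 common gene models (7.16%), with the larger change in TAG5 for 59 and in ZG14 for 3. With standard errors multiplied by 2, only 4 of all 3742 gene models tested in both genotypes kept a called difference. Of the 469 gene models up-regulated in both, 378 rose more in TAG5 (80.6%), with a median log2 ratio of 1.39 in TAG5 and 1.09 in ZG14. The standard error was larger in TAG5 for 99.4% of gene models, so a call in both favours larger changes in TAG5. The median difference was 0.33 over these 469. It was 0.13 over gene models called up in ZG14 and tested in both, whatever their call in TAG5. Of the 397 down-regulated in both, 244 fell more in TAG5 (61.5%), with medians of -0.98 and -0.89. In inoculated trees, 64.6% of the gene models up-regulated in both had the higher FPKM in TAG5.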

Although the terms may have been shared between the hosts, the expression levels of the genes associated with these terms were found to be expressed at different levels. Each of these categories also contained genes that were both up- and down-regulated indicating a tight regulation between cellular processes (Table 1; Table 2).

**Table 1:** **Genes involved in phytohormone signalling with differential expression (log**_**2**_ **) in TAG5 and ZG14 following challenge with** ***C. austroafricana***

**TAIR ID**	**Euc ID**	**Description**	**Abbreviation**	**TAG 5**	**ZG14**
**SA**					
AT2G38470.1	Eucgr.B04010	WRKY DNA-binding protein 33	WRKY33	1.00	1.50
AT2G23620.1	Eucgr.I01005	Methyl esterase 1	ATMES1	3.69	N/A
AT2G18660.1	Eucgr.C00204	Plant natriuretic peptide A	PNP-A	0.87	−0.63
**JA/ET**					
AT3G23240.1	Eucgr.K03266	Ethylene response factor 1	ERF1, ATERF1	2.97	1.53
AT5G47220.1	Eucgr.E02651	Ethylene responsive element binding factor 2	ATERF2	2.86	N/A
AT2G25490.1	Eucgr.C01524	EIN3-binding F box protein 1	EBF1, FBL6	N/A	1.11
AT5G25350.1	Eucgr.C01334	EIN3-binding F box protein 2	EBF2	N/A	1.13
AT3G16770.1	Eucgr.H03965	Ethylene-responsive element binding protein	RAP2.3, ERF72	1.24	N/A
AT2G19590.1	Eucgr.C03886	ACC oxidase 1	ACO1	3.59	N/A
AT1G05010.1	Eucgr.K00739	Ethylene-forming enzyme	EFE, ACO4	3.15	2.26
	Eucgr.K00749	Ethylene-forming enzyme	EFE, ACO4	1.99	N/A
	Eucgr.K00747	Ethylene-forming enzyme	EFE, ACO4	1.91	N/A
AT5G42650.1	Eucgr.F01505	Allene oxide synthase	AOS, CYP74A	0.81	0.88
AT1G55020.1	Eucgr.H04496	Lipoxygenase 1	LOX1, ATLOX1	−1.12	−1.68
AT3G22400.1	Eucgr.H03535	Lipoxygenase family protein 5	LOX5	−1.75	−1.75
AT3G12500.1	Eucgr.I01495	Basic chitinase	ATHCHIB, PR3	1.94	1.39
	Eucgr.L00937	Basic chitinase	ATHCHIB, PR3	1.66	1.60
	Eucgr.J02519	Basic chitinase	ATHCHIB, PR3	1.35	1.76
	Eucgr.J02518	Basic chitinase	ATHCHIB, PR3	0.85	N/A
AT3G04720.1	Eucgr.B02122	Pathogenesis-related 4	PR4, HEL	1.26	N/A
	Eucgr.H04329	Pathogenesis-related 4	PR4, HEL	N/A	−1.49
AT2G14580.1	Eucgr.G01134	Basic pathogenesis-related protein 1	ATPRB1, PRB1	1.25	N/A
AT4G11650.1	Eucgr.D01888	Osmotin 34	ATOSM34	0.93	0.93
AT1G19180.1	Eucgr.C03301	Jasmonate-zim-domain protein 1	JAZ1	1.95	2.05
**GA**					
AT1G30040.1	Eucgr.F03208	Gibberellin 2-oxidase	GA2OX2	2.75	2.19
AT1G75750.2	Eucgr.F00588	GAST1 protein homolog 1	GASA1	−1.13	−0.90
	Eucgr.F00590	GAST1 protein homolog 1	GASA1	N/A	−0.85
AT3G02885.1	Eucgr.F02851	GAST1 protein homolog 5	GASA5	N/A	0.77
AT2G01570.1	Eucgr.G02163	DELLA protein	RGA	N/A	−0.67
AT3G03450.1	Eucgr.J01594	DELLA protein	RGL2	N/A	−0.66
AT4G17230.1	Eucgr.E03895	SCARECROW-like 13	SCL13	−0.64	1.34

Absence of candidate expression is indicated by N/A.

**Table 2:** **Genes involved in perception and early signal transduction with a differential expression (log**_**2**_ **) in TAG5 and ZG14 following challenge with** ***C. austroafricana***

**TAIR ID**	**Euc ID**	**Description**	**Abbreviation**	**TAG 5**	**ZG14**
***Cell wall***					
AT1G48100.1	Eucgr.H04092	Pectin lyase-like superfamily protein		3.33	N/A
AT1G60590.1	Eucgr.B03312	Pectin lyase-like superfamily protein		2.74	N/A
AT3G61490.3	Eucgr.E00105	Pectin lyase-like superfamily protein		2.67	1.25
AT5G04310.1	Eucgr.B03017	Pectin lyase-like superfamily protein		0.88	N/A
AT2G45220.1	Eucgr.E01463	Pectin methylesterase inhibitor	PMEI	6.18	2.57
AT4G32410.1	Eucgr.C01769	Cellulose synthase 1	CESA1	−0.95	−0.74
AT5G44030.1	Eucgr.A01324	Cellulose synthase 4	CESA4/ IRX5	−2.79	N/A
***ROS***					
AT5G47910.1	Eucgr.J01662	Respiratory burst oxidase homologue D	ATRBOHD	2.16	1.74
AT1G64060.1	Eucgr.E00785	Respiratory burst oxidase protein F	ATRBOHF	1.75	1.24
AT2G31570.1	Eucgr.A00055	Glutathione peroxidase 2	ATGPX2, GPX2	0.72	N/A
AT1G71695.1	Eucgr.F04198	Peroxidase superfamily protein		2.85	1.76
AT2G37940.1	Eucgr.K03013	Arabidopsis Inositol phosphorylceramide synthase 2	AtIPCS2	0.82	N/A
***Signalling***					
AT1G21270.1	Eucgr.F01829	Wall-associated kinase 2	WAK2	−1.45	N/A
AT4G23650.1	Eucgr.E00806	Calcium-dependent protein kinase 6	CDPK6, CPK3	0.79	N/A
AT5G23950.1	Eucgr.A02756	Calcium-dependent lipid-binding (CaLB domain)		−0.83	N/A
AT1G18210.2	Eucgr.F00233	Calcium-binding EF-hand family protein		−1.34	−1.89
AT1G70810.1	Eucgr.G02165	Calcium-dependent lipid-binding (CaLB domain)		−1.54	−1.30
AT1G24620.1	Eucgr.F04374	EF hand calcium-binding protein family		N/A	−1.52
AT4G13440.1	Eucgr.H02910	Calcium-binding EF-hand family protein		N/A	−3.85
AT4G33000.2	Eucgr.F03125	Calcineurin B-like protein 10	CBL10	−1.13	−0.66
AT1G66400.1	Eucgr.F02840	Calmodulin like 23	CML23	N/A	1.10
AT5G42380.1	Eucgr.F03632	Calmodulin like 37	CML37	N/A	1.10
AT3G45640.1	Eucgr.J00966	Mitogen-activated protein kinase 3	MPK3	N/A	1.01
AT1G73500.1	Eucgr.H00554	MAP kinase kinase 9	ATMKK9,MKK9	N/A	−0.86

Absence of candidates expression is indicated by N/A.

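Tables 1 and 2 hold 31 N/A entries, 13 for TAG5 and 18 for ZG14, and each of these gene models had an FPKM above 0 in both groups of that genotype. *WAK2* (Eucgr.F01829) was nevertheless close to absent in ZG14, at 0.131 FPKM in mock-inoculated and 0.0318 FPKM in inoculated trees. In TAG5 it stood at 53.9 and 19.8 FPKM. In TAG5, 8 of the 13 were tested and not called, and 5 were not tested, 3 of them with an unadjusted p under 0.05 in the authors' deposited table. In ZG14, 15 of the 18 were not tested, 9 of them with an unadjusted p under 0.05, and 1 of the 3 tested was called: Eucgr.H04092, a pectin lyase-like gene model, at 18.4 FPKM in mock-inoculated and 37.8 FPKM in inoculated trees. An N/A entry thus covers gene models below the FPKM at which testing began as well as tested gene models without a call, and the log2 ratios and implied standard errors of all 31 entries and their counterparts are plotted.

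**Figure D3:**
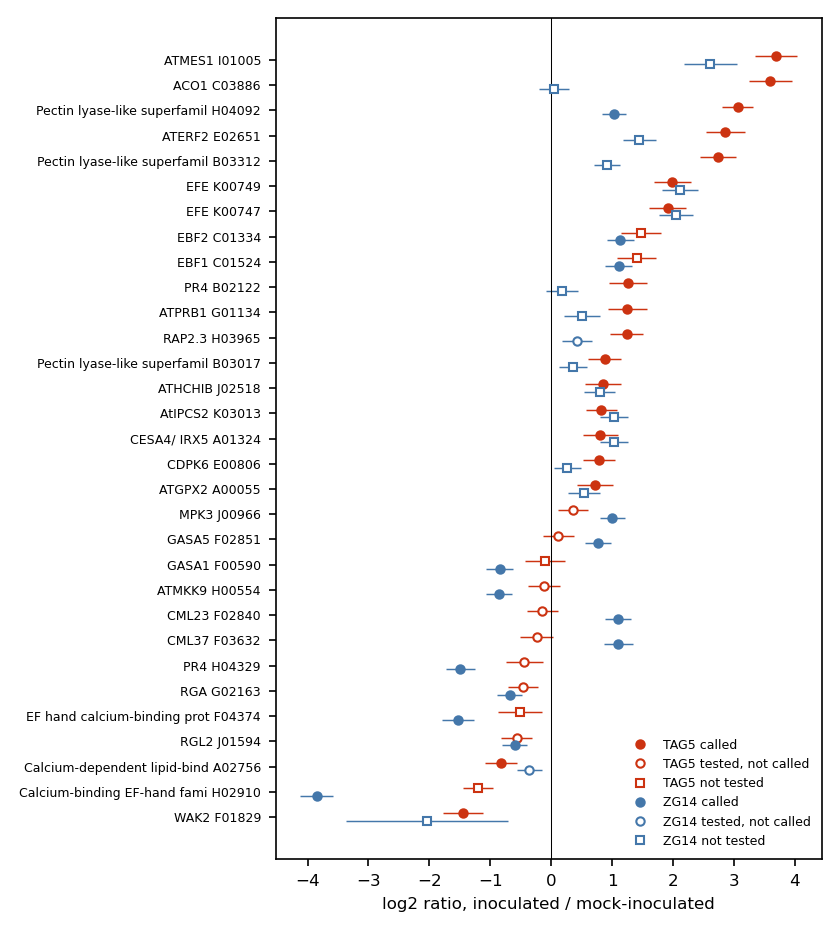
Log2 ratio of inoculated to mock-inoculated FPKM in TAG5 (red) and ZG14 (blue) for the gene models of Tables 1 and 2 with an N/A entry in one genotype. Filled circles, called; open circles, tested and not called; open squares, not tested. Bars, standard error implied by the authors' test statistic.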

Hormone pathways, ET and JA, have been extensively shown to be involved in resistance against necrotrophs and thus it was postulated that these pathways would be induced in *Eucalyptus* (Table 1). 

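*ETR2* (Eucgr.H03145, matched by its TAIR10 name) rose from 70.5 to 241 FPKM in TAG5 (log2 ratio 1.77) and from 125 to 275 FPKM in ZG14 (1.14), and was called in both. *ACO4* is listed with 3 gene models: Eucgr.K00739 was called in both (3.15 in TAG5 and 2.26 in ZG14), while Eucgr.K00749 and Eucgr.K00747 were called in TAG5 (1.99 and 1.91) and not tested in ZG14, where they rose from 6.23 to 27.0 FPKM (2.12) and from 7.97 to 33.0 FPKM (2.05). *ERF1* (Eucgr.K03266) rose by 2.97 in TAG5 and 1.53 in ZG14 on the log2 scale, and the difference of 1.44 between genotypes was called, though not with standard errors multiplied by 2. A pseudocount of 10 FPKM moved these ratios most, those of Eucgr.K00739 to 2.37 in TAG5 and 1.79 in ZG14.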

In accordance, genes associated with ET that were found to be up-regulated in both hosts include: *ETR2, ACO4* and *ERF1*. In terms of DE JA genes, *LOX1* and *LOX5* were found to be down-regulated whereas *AOS* and *JAZ1* were found to be up-regulated in TAG5 and ZG14. In addition to hormone signaling, both hosts were found to have a significant number of genes involved in the phenylpropanoid pathway thus potentially implicating this pathway in defence against *C. austroafricana*. These included candidates such as phenylalanine ammonia-lyase (PAL), O-methyltransferase (OMT), caffeoyl CoA and cinnamyl-alcohol dehydrogenase.

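*LOX1* (Eucgr.H04496) fell from 54.0 to 24.8 FPKM in TAG5 (log2 ratio -1.12) and from 58.4 to 18.3 FPKM in ZG14 (-1.68), and *LOX5* (Eucgr.H03535) from 65.0 to 19.3 FPKM and from 35.9 to 10.7 FPKM (-1.75 in each). *AOS* (Eucgr.F01505) rose from 33.9 to 59.4 FPKM in TAG5 (0.81) and from 31.5 to 58.0 FPKM in ZG14 (0.88), and *JAZ1* (Eucgr.C03301) from 58.5 to 226 FPKM (1.95) and from 33.0 to 137 FPKM (2.06). All 4 were called in both genotypes, and the difference between genotypes was called for none of them. A further gene model annotated as allene oxide synthase, Eucgr.G00507, was not tested in TAG5, where it rose from 1.13 to 28.1 FPKM (4.64), and was called in ZG14 (4.27 to 37.9 FPKM, 3.15).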

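Of the Table S3 gene models held, the descriptions of 12 named enzymes of the phenylpropanoid pathway, and all 12 were up-regulated in both genotypes, with a median log2 ratio of 2.65 in TAG5 and 1.51 in ZG14 and the larger rise in TAG5 for each. As Table S3 holds only gene models called alike in both, members called in 1 genotype or untested could not enter. The agreement between genotypes was therefore fixed in advance. By TAIR10 name, 6 gene models matched PAL, all called in both (1.84 to 3.39 in TAG5, 1.28 to 2.17 in ZG14). The difference between genotypes was called for 2 of them, Eucgr.G02850 and Eucgr.G02851, though not with standard errors multiplied by 2. The 2 OMT gene models were called in both genotypes (Eucgr.A01867, 2.27 and 2.01; Eucgr.A01397, 0.73 and 0.66). Of the 2 caffeoyl CoA O-methyltransferase gene models, Eucgr.G01417 was called in both (145 to 628 FPKM in TAG5, 236 to 590 FPKM in ZG14) and Eucgr.I01134 in TAG5 (0.77) but not in ZG14 (0.47). The 3 cinnamyl-alcohol dehydrogenase gene models went both ways: Eucgr.D00468 was up-regulated in both (3.67 and 2.39), Eucgr.D00471 rose without a test in TAG5 (1.66 to 33.9 FPKM, 4.35) and was called in ZG14 (2.61), and Eucgr.E01107 fell in ZG14 (-1.22) and, untested, in TAG5 (-1.23).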

To facilitate the large energy requirement of a defence response, the host could potentially shunt resources from other metabolic processes such as photosynthesis. Evidence of this diversion was found in the down-regulated datasets of both hosts which highlighted photosystem I and II GO terms (Figure 4b). 

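The descriptions of 12 of the Table S3 gene models held named photosystem or light-harvesting proteins. All 12 were down-regulated in both genotypes, with log2 ratios of -1.76 to -0.73 (median -1.20) in TAG5 and of -2.01 to -0.90 (median -1.59) in ZG14. That the genotypes moved alike was fixed by the choice of Table S3, which holds only gene models called alike in both. The fall was larger in ZG14 for each of the 12, and the difference between genotypes was called for 0 of them.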

Cell wall degrading enzymes form part of the virulence strategy of pathogens and one of the mechanisms a host employs to resist this is through the methyl esterification of pectins by pectin methylesterase inhibitors (PMEI) [16]. Both TAG5 and ZG14 exhibited a significant up-regulation of PMEI candidates (Table 2). 

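The PMEI gene model Eucgr.E01463 rose from 0.498 to 36.1 FPKM in TAG5 (log2 ratio 6.18) and from 12.4 to 73.9 FPKM in ZG14 (2.57). It was called in both. The difference of 3.61 between genotypes was called, though not with standard errors multiplied by 2. With a pseudocount of 1 FPKM the ratios were 4.63 in TAG5 and 2.48 in ZG14. With a pseudocount of 10 FPKM they came close, at 2.13 in TAG5 and 1.90 in ZG14. Among the pectin lyase-like gene models of Table 2, Eucgr.E00105 was called in both (2.67 in TAG5 and 1.25 in ZG14, a called difference of 1.42). Eucgr.H04092 was likewise called in both, with a log2 ratio of 3.06 in TAG5 (9.43 to 78.8 FPKM) and a called difference of 2.03 from ZG14. The called differences of Eucgr.E00105 and Eucgr.H04092 were lost with standard errors multiplied by 2. Eucgr.B03312 and Eucgr.B03017 were called in TAG5 (2.75 and 0.88) and not tested in ZG14, where they rose from 19.4 to 36.5 FPKM (0.91) and from 25.9 to 33.2 FPKM (0.36). The cellulose synthase gene models of the same table were *CESA1* (Eucgr.C01769), down-regulated in both (-0.95 and -0.74), and *CESA4* (Eucgr.A01324), which rose from 23.3 to 40.7 FPKM in TAG5 (0.81, called) and from 15.4 to 31.4 FPKM in ZG14 (not tested). Table 2 prints -2.79 for *CESA4* in TAG5, while the authors' deposited log2 ratio was 0.81.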

Damage associated molecular pattern’s (DAMP’s) formed during the degradation of the cell wall results in the activation of the signaling cascade. In plants, the primary activation of ROS during a pathogen infection occurs through NADPH oxidases, also known as Respiratory burst oxidase homologs (RboH), [17,18]. 

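*RBOHF* (Eucgr.E00785) rose from 13.7 to 46.0 FPKM in TAG5 (log2 ratio 1.75, implied standard error 0.26) and from 17.6 to 41.5 FPKM in ZG14 (1.24, 0.21), and *RBOHD* (Eucgr.J01662) from 12.4 to 55.5 FPKM (2.16, 0.26) and from 12.2 to 40.9 FPKM (1.75, 0.22). Both were called in each genotype, and the difference between genotypes was called for neither (0.51 and 0.41). The peroxidase gene model of Table 2, Eucgr.F04198, rose in both (2.85 and 1.76). The difference of 1.09 between genotypes was called, though not with standard errors multiplied by 2.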

Interestingly *AtRbohF* and *AtRbohD*, both associated with defence, were found to be significantly up-regulated in TAG5 and ZG14 at 3 pi (Table 2). The signaling category revealed that genes involved in calcium signaling was up-regulated in both hosts, but the specific genes encoding for the receptors were different. 

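*CPK3* (Eucgr.E00806) was called in TAG5 (23.0 to 39.7 FPKM, log2 ratio 0.79) and not tested in ZG14 (25.4 to 30.5 FPKM, 0.27), so that the difference between genotypes was not tested. The calmodulin-like gene models *CML23* (Eucgr.F02840) and *CML37* (Eucgr.F03632) rose in ZG14 (1.10 each) and were tested and not called in TAG5 (61.1 to 55.2 FPKM, -0.15, and 77.3 to 65.6 FPKM, -0.24), with called differences of -1.25 and -1.34, which were lost with standard errors multiplied by 2. Several calcium-related gene models fell: *CBL10* (Eucgr.F03125) in both (-1.13 and -0.66), the EF-hand gene model Eucgr.F00233 in both (-1.34 and -1.89), and the lipid-binding gene model Eucgr.G02165 in both (-1.54 and -1.30). Eucgr.H02910 fell from 147 to 10.2 FPKM in ZG14 and, without a test, from 14.2 to 6.16 FPKM in TAG5 (-1.21).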

Of the latter sensors, only Ca^2+^ dependent protein kinases (*CPK3/CDPK6)* and calmodulin *(CaM)* were up-regulated in TAG5 and ZG14 respectively (Table 2). The signal is then transduced through various phosphorylation events to influence transcription factors (TF) and hormone signaling.

In addition to Ca^2+^ signaling, *MPK3* was found to be significantly up-regulated in ZG14. Although *MPK3* was not DE in the moderately resistant TAG5, the expression level in terms of FPKM values of the gene was comparable between both genotypes following pathogen challenge. 

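*MPK3* (Eucgr.J00966) stood at 103 FPKM in mock-inoculated and 133 FPKM in inoculated TAG5 (log2 ratio 0.36, tested and not called) and at 69.8 and 140 FPKM in ZG14 (1.01, called). The difference of -0.64 between the genotypes' log2 ratios was not called. *MKK9* (Eucgr.H00554) was down-regulated in ZG14 (96.1 to 53.1 FPKM, -0.86) and not called in TAG5 (71.8 to 66.2 FPKM, -0.12), again without a called difference between genotypes (0.74).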

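*WRKY33* (Eucgr.B04010) rose from 51.6 to 103 FPKM in TAG5 (log2 ratio 1.00) and from 33.2 to 93.9 FPKM in ZG14 (1.50). It was called in both genotypes, and the difference of -0.50 between them was not called.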

MPK3 is known to phosphorylate WRKY33 and the gene encoding for this TF was found to be significantly up-regulated in both hosts which may mirror the induction of *MPK3*.

#### Regulation of defence processes by TAG5 may contribute to moderate resistance

Despite a degree of overlap in the defence responses that ensue challenge with *C. austroafricana*, there are marked differences that may influence the outcome of the interaction. From the 659 and 616 gene models unique to TAG5 and ZG14 respectively, 631 and 569 gene models had corresponding *A. thaliana* identities in the respective hosts. 

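Called in TAG5 alone were 660 gene models, 383 up-regulated and 277 down-regulated, and in ZG14 alone 616, 272 up-regulated and 344 down-regulated. Of the 660, 312 (47.3%) were not tested in ZG14: 295 were NOTEST, of which 174 had an unadjusted p under 0.05 there in the authors' deposited table, and 17 were FAIL. Of the 616, 250 (40.6%) were not tested in TAG5: 217 were NOTEST, of which 128 had an unadjusted p under 0.05, and 33 were FAIL. Most of the single-genotype gene models moved in the same direction in the other genotype, 592 of the 660 (89.7%) and 520 of the 616 (84.4%). Among those tested in both, the median log2 ratio along the called direction was 0.77 in TAG5 and 0.27 in ZG14 for the 348 called in TAG5 alone, and 0.70 in ZG14 and 0.35 in TAG5 for the 366 called in ZG14 alone. As a ratio, the alternative that moved the counts most was to require that the difference between genotypes itself be called, which left 32 gene models for TAG5 and 60 for ZG14. The whole-table adjustment raised them to 1498 and 2007. To require a test in the other genotype with an unadjusted p of 0.05 or more left 274 and 266.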

The redox state GO category highlighted candidates that were DE only in TAG5 and these include glutathione peroxidase 2 (*GPX2*) and inositol phosphorylceramide synthase 2 (*IPCS2*) (Table 2). 

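*GPX2* (Eucgr.A00055) was called in TAG5 (29.8 to 49.2 FPKM, log2 ratio 0.72) and not tested in ZG14, where it went from 22.1 to 32.0 FPKM (0.54). *IPCS2* (Eucgr.K03013) was called in TAG5 (35.7 to 63.2 FPKM, 0.82) and likewise not tested in ZG14, where it rose from 15.9 to 32.4 FPKM (p = 1.0e-05 in the authors' deposited table). The difference between genotypes was not tested for either; the ratios differed by 0.18 and -0.20.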

Within the ZG14 dataset, the genes categorized under ET were different to those expressed within the TAG5 dataset. The MAPMAN data confirmed the GO ontology results in terms of ET whereby, EIN3 BINDING F-BOX1 (EBF1) and EBF2 involved in ET suppression were found to be unique to ZG14 and not found in TAG5 (Table 1). 

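*EBF1* (Eucgr.C01524) and *EBF2* (Eucgr.C01334) were called in ZG14, where they rose from 17.7 to 38.2 FPKM (log2 ratio 1.11) and from 20.4 to 44.7 FPKM (1.13). In TAG5 neither was tested: *EBF1* rose from 6.01 to 15.9 FPKM (1.41) and *EBF2* from 6.34 to 17.7 FPKM (1.48), with unadjusted p = 9.9e-06 and p = 5.7e-06 in the authors' deposited table. Both gene models also passed an adjusted p under 0.05 in TAG5 when the adjustment covered the whole table.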

Another candidate involved in the ET biosynthetic pathway, *ACO1*, was found to occur only in the dataset unique to TAG5 and not ZG14. ACO1 was only DE in TAG5 and the expression of this gene was significantly lower and remained unchanged in ZG14.

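*ACO1* (Eucgr.C03886) rose from 3.19 to 38.5 FPKM in TAG5 (log2 ratio 3.59, called). In ZG14 it was not tested and stood at 20.9 FPKM in mock-inoculated and 21.6 FPKM in inoculated trees (0.05, p = 0.85 in the authors' deposited table). The level in ZG14 was thus above that of mock-inoculated TAG5 and below that of inoculated TAG5, with the scaling of the separate runs as a limit. The difference between the ratios, 3.55, was not tested.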

GA is a phytohormone that is well-known for its role in plant development but has also been shown to be involved in pathogen defence. 

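Of the *GASA1* gene models, Eucgr.F00588 was down-regulated in TAG5 (54.3 to 24.8 FPKM, log2 ratio -1.13) and in ZG14 (129 to 68.7 FPKM, -0.90). Eucgr.F00590 was down-regulated in ZG14 (223 to 124 FPKM, -0.85) and not tested in TAG5 (30.8 to 28.9 FPKM, -0.09). *GASA5* (Eucgr.F02851) rose in ZG14 (0.77) and was tested and not called in TAG5 (0.11).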

*GASA1*, a gene associated with GA signaling was found to be significantly suppressed following infection with *C. austroafricana*, in both TAG5 and ZG14. This suppression could be due to the increase of GA 2-oxidases (*GA2ox*) in both hosts which converts active GA to an inactive form [19]. 

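*GA2OX2* (Eucgr.F03208) rose from 8.85 to 59.4 FPKM in TAG5 (log2 ratio 2.75) and from 16.0 to 73.2 FPKM in ZG14 (2.19), called in both, and the difference of 0.55 between genotypes was not called.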

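*SCL13* (Eucgr.E03895) fell from 105 to 67.6 FPKM in TAG5 (log2 ratio -0.64) and rose from 51.0 to 129 FPKM in ZG14 (1.34), called in both. It was 1 of the 13 gene models called in opposite directions. Its difference of -1.98 between genotypes was called, though not with standard errors multiplied by 2.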

A gene known as Scarecrow-like 13 (*SCL13*), involved in GA regulation is up-regulated in the susceptible ZG14 but down-regulated in the moderately resistant TAG5 (Table 1). This highlights a time in the defence series at which GA may facilitate resistance in TAG5 and is supported by a decrease of the hormone at the metabolite level at 3 dpi. The BP GO terms highlights the “response to gibberellin stimulus” in the down-regulated dataset of the susceptible interaction. 

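*RGA* (Eucgr.G02163) fell from 102 to 63.6 FPKM in ZG14 (log2 ratio -0.68) and *RGL2* (Eucgr.J01594) from 68.8 to 45.3 FPKM (-0.60), both called. In TAG5 they were tested and not called, at 97.2 to 70.4 FPKM (-0.46) and 50.4 to 34.0 FPKM (-0.57, p = 0.026 before adjustment in the authors' deposited table). The difference between genotypes was called for neither (0.21 and 0.03).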

Genes within this GO term are involved in the negative regulation of GA signaling such as the DELLA genes RGA1 and RGL2 (Table 1). This down-regulation of the DELLA genes in the susceptible host could contribute to higher GA levels than in TAG5 following inoculation as observed at the metabolite level (Figure 2).

Systemic acquired resistance (SAR) employs the SA pathway to confer resistance in distal plant tissues. 

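In the annotations held here, 3 gene models carried the TAIR10 name of *PR1*: Eucgr.G01137, Eucgr.L01707 and Eucgr.L02505. All 3 were called in TAG5, at 12.4 to 48.3 FPKM, 23.7 to 90.1 FPKM and 13.1 to 50.3 FPKM, with log2 ratios of 1.93 to 1.96. In ZG14 Eucgr.L01707 was tested and not called (0.51), with a called difference of 1.41 between genotypes that was lost with standard errors multiplied by 2, and the other 2 were not tested (0.40 and 0.43).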

Although SA responsive genes such as *PR1 *were not found to be DE at 3 dpi, genes associated with SAR were found to be distinctive in TAG5 and ZG14 (Table 1). Methyl esterase 1 (*AtMES1*) and plant natriuretric acid (*PNP-A*) are candidates associated with SAR. *AtMES1* was only up-regulated in TAG5, whereas *PNP-A* was found to be up-regulated in TAG5 but down-regulated in ZG14. Thus, TAG5 may utilize SA to induce an SAR response to limit pathogen spread. Therefore although there are cellular responses similar in the two interactions, there are differences between TAG5 and ZG14 that may ultimately confer a combinatorial effect resulting in a moderately resistant phenotype.

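*MES1* (Eucgr.I01005) rose from 4.34 to 56.0 FPKM in TAG5 (log2 ratio 3.69, called). In ZG14 it was not tested and rose from 1.17 to 7.17 FPKM (2.61, p = 1.9e-09 in the authors' deposited table), so that the difference of 1.08 was not tested. *PNP-A* (Eucgr.C00204) rose from 65.7 to 120 FPKM in TAG5 (0.87) and fell from 106 to 68.7 FPKM in ZG14 (-0.63), called in both. The difference of 1.50 was called, though not with standard errors multiplied by 2.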

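The difference between the genotypes' responses was called for 168 of the 3742 gene models tested in both, 101 with the higher log2 ratio in TAG5 and 67 with the higher in ZG14, and 116 at an adjusted p under 0.01. With standard errors multiplied by 1.5 the count was 52, and multiplied by 2 it was 4, the alternative that moved it most. The largest z statistics with the higher ratio in TAG5 belonged to Eucgr.B03742 (11.9 to 59.0 FPKM in TAG5, 88.6 to 80.5 FPKM in ZG14), Eucgr.A01726, a receptor-like protein kinase-related gene model (9.13 to 299 FPKM and 174 to 367 FPKM), and Eucgr.H04367, an NAD(P)-linked oxidoreductase (0.138 to 59.2 FPKM and 12.7 to 68.2 FPKM). Those with the higher ratio in ZG14 belonged to Eucgr.H00655, Eucgr.L02001 and Eucgr.E00540; the calls of Eucgr.H00655 and Eucgr.E00540 rested on implied standard errors of 0.04 to 0.07 and were lost when standard errors were raised to at least the genotype's median. From the responses shared by both genotypes and those that it finds to differ between them, among them the SAR genes *MES1* and *PNP-A*, the paper proposes that differences between TAG5 and ZG14 may act in combination to give a moderately resistant phenotype.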

### RT-qPCR analysis reveals a delay in defence responses in the susceptible genotype

Candidate genes were selected for RT-qPCR profiling in order to validate the results of the transcriptome analysis. This selection was based on their transcriptome expression patterns in TAG5 and ZG14 at 3 dpi as well as their putative role in plant defence (Figure 5). 

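Of the 4 genes, 1 was tested in ZG14: *PNP-A*, which was called there with a fall. *PRB1* (Eucgr.G01134), the gene model listed in Table 1 under that name, was called in TAG5 (29.9 to 71.1 FPKM, log2 ratio 1.25) and not tested in ZG14, where it went from 16.9 to 24.0 FPKM (0.50). *ACO1* and *IPCS2* were also not tested in ZG14.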

The genes, 1-aminocyclopropane-1-carboxylate oxidase (*EgrACO1,* Figure 5a), inositol phosphorylceramide synthase (*EgrIPCS,* Figure 5b), plant natriuretic peptide A (*EgrPNP-A,* Figure 5d) and basic pathogenesis related 1 (*EgrPR1B,* Figure 5e) were selected as these candidates showed significant differential expression in TAG5 but not in ZG14. 

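Of the *PR3* gene models called in both genotypes, Eucgr.I01495 rose from 111 to 428 FPKM in TAG5 (log2 ratio 1.94) and from 102 to 267 FPKM in ZG14 (1.39), a difference of 0.55 that was not called. *OSM34* (Eucgr.D01888) rose from 416 to 791 FPKM in TAG5 and from 228 to 435 FPKM in ZG14, with a log2 ratio of 0.93 in each. Between genotypes, the log2 ratio of TAG5 to ZG14 for *OSM34* was 0.87 in mock-inoculated and 0.86 in inoculated trees.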

The other two genes, pathogenesis related protein 3 (*EgrPR3,* Figure 5f) and osmotin 34 (*EgrOSM34,* Figure 5c), are downstream defence products and that were expressed in both hosts but to a significantly higher degree in TAG5 compared to ZG14. All the candidates profiled corroborated with the RNA-seq expression patterns.

**Figure 5:**
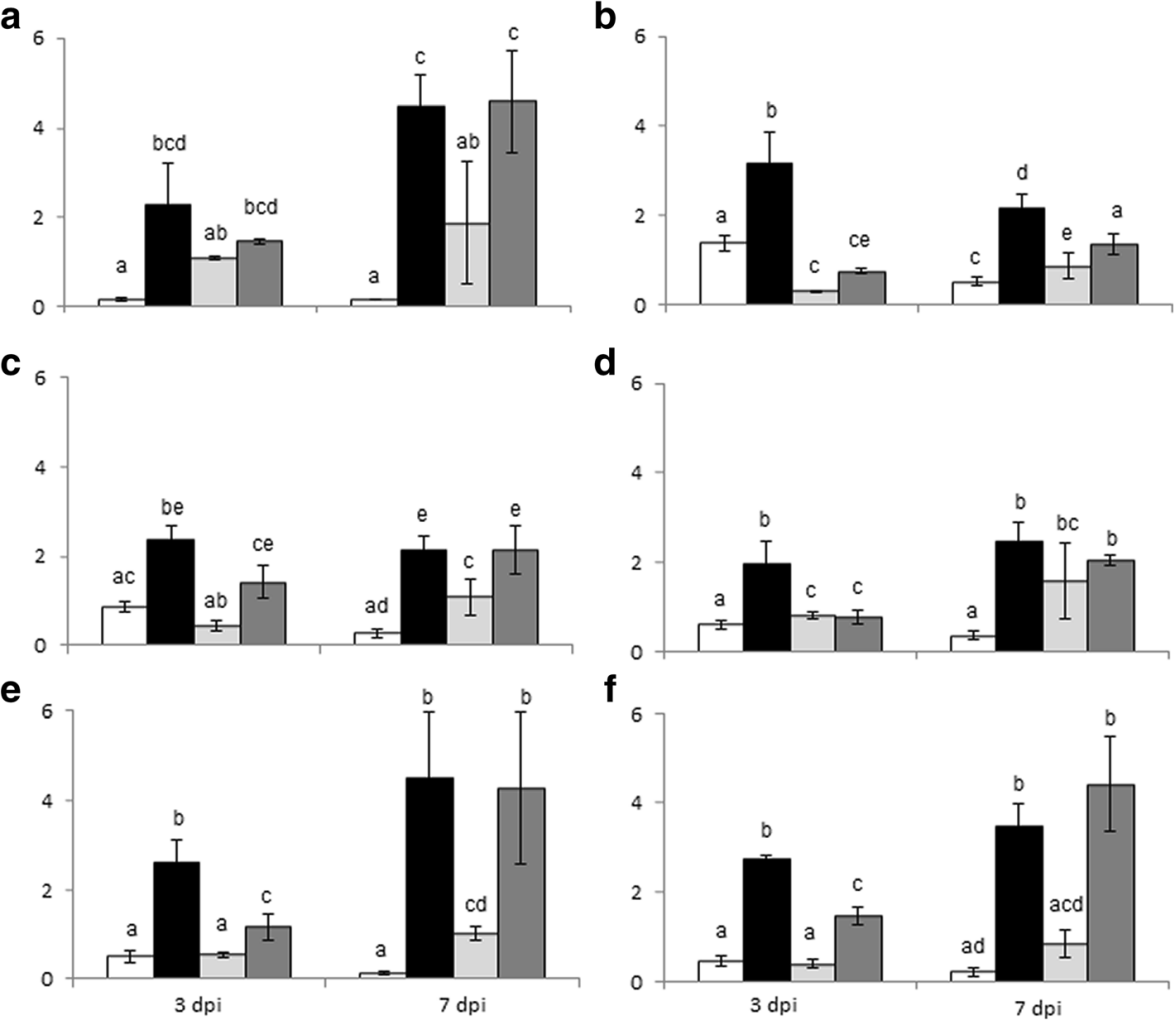
Expression profile of candidate genes from transcriptome profiling post challenge with *C. austroafricana*. **a** – *EgrACO*; **b** – *EgrIPCS*; **c** – *EgrOSM34*; **d** – *EgrPNP-A*; **e** – *EgrPR1B*; **f** - *EgrPR3*. TAG5 mock-inoculated (White bars) and TAG5 inoculated (black bars). ZG14 mock-inoculated (Light grey bars) and ZG14 inoculated (Dark grey bars). The y axis represents the relative gene expression ratios as arbitrary units. Error bars are indicative of the standard error of the mean of the biological replicates (n = 3) for each sample. Significant differences are denoted by different alphabets (Kruskal-Walis test, p < 0.05).

Since susceptibility might not only be due to the lack of defence activation but also due to a delayed response of the host to the pathogen, this hypothesis was investigated by profiling the above mentioned candidates at 7 dpi in TAG5 and ZG14. Interestingly for all the candidates profiled (Figure 5), except *EgrIPCS*, the level of expression at 7 dpi was similar in TAG5 and ZG14 for the infected samples. Although the expression level of *EgrIPCS* was lower in ZG14 than in TAG5 at 3 dpi, it was significantly higher at 7 dpi in ZG14. This data provides evidence that ZG14 host may have a delayed defence response compared to TAG5.

## Discussion

### Modulating hormone signaling may result in the moderate resistance observed in TAG5

Whilst a degree of overlap exists between the moderately resistant and susceptible host (Additional file 5: Table S3) with regard to the perception and initial activation of defence, the proliferation of the disease caused by *C. austroafricana* is confined in TAG5. Thus TAG5 may modulate defence responses at various levels that collectively contribute to a degree of resistance.

Investigating the phytohormone responses activated in the moderately resistant TAG5 and susceptible ZG14 suggests a role for various hormones in contributing to defence against *C. austroafricana*. ET and JA are both known to be involved in defence against necrotrophs and a convergence point at which these pathways interlink is through ERF proteins. Whilst the *ERF1* gene is up-regulated in both hosts, the *ERF2* gene is only induced in TAG5. 

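*ERF2* (Eucgr.E02651) rose from 6.50 to 47.1 FPKM in TAG5 (log2 ratio 2.86, called). In ZG14 it was not tested and rose from 11.9 to 32.3 FPKM (1.45, p = 7.6e-08 in the authors' deposited table); the difference of 1.41 was not tested. *ERF72* (Eucgr.H03965) was called in TAG5 (1.24) and tested and not called in ZG14 (0.42).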

ERF2 is involved in inducing the expression of defence genes that are synchronized by JA and ET such as *PR3* and *PR4* [20,21]. Supporting this, it was found that although both these pathogenicity genes are up-regulated in TAG5 and ZG14, the level of expression was significantly higher in the moderately resistant host and this increased expression could be attributed to *ERF2*. 

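In Table 1, *PR3* is listed with 4 gene models. Besides Eucgr.I01495, Eucgr.L00937 rose by 1.66 in TAG5 and 1.60 in ZG14 on the log2 scale and Eucgr.J02519 by 1.35 and 1.76, both called in each genotype, and Eucgr.J02518 was called in TAG5 (0.85) and not tested in ZG14 (0.80). Their levels in inoculated TAG5 and ZG14 were 56.6 and 46.4 FPKM, 39.2 and 39.5 FPKM, and 44.7 and 36.6 FPKM. Eucgr.I01495, Eucgr.L00937 and Eucgr.J02519 were tested in both genotypes, and the difference between genotypes was called for none of them. Outside Table 1, Eucgr.I02271 carries the same TAIR10 name and fell in both (-3.01 and -2.55), again without a called difference. *PR4* is listed with 2 gene models: Eucgr.B02122 was called in TAG5 (18.8 to 45.1 FPKM, 1.26) and not tested in ZG14 (28.8 to 32.6 FPKM, 0.18), and Eucgr.H04329 fell in ZG14 (69.2 to 24.6 FPKM, -1.49) and was not called in TAG5 (39.9 to 29.4 FPKM, -0.44).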

JA is another signaling pathway that has been implicated in necrotrophic defence, however we did not observe an increase of this phytohormone at the metabolite level following infection until 7 dpi. This may be a contributing factor as to why TAG5 is moderately resistant and not fully resistant against *C. austroafricana*.

In a previous study we found that the marker genes of SA, usually associated with defence against biotrophs, were up-regulated in *E. grandis* following challenge with *C. austroafriana* [22]. In accordance, this study further elucidates the role of SA through the potential involvement of this hormone in SAR. In the moderately resistant TAG5, basal levels of SA were found be significantly higher than the susceptible ZG14 basal levels at all the investigate time points. It is possible that higher SA levels may create an SAR response in TAG5 earlier than in the susceptible ZG14. The transcript levels of SAR markers, *AtMES1* and *PNP-A* were up-regulated in the moderately resistant TAG5 at 3 dpi thus supporting this notion. The gene encoding for *PNP-A* was found to be down-regulated in the susceptible ZG14. Plant natriuretic peptides are a group of molecules that are involved in SAR signaling [23]. Although SAR originates through SA, this hormone is not the signal that is transduced through the rest of the host. Instead, methyl salicylate (MeSA) was found to be the systemic signal [24,25]. MeSA is biologically inactive and is converted back to SA in distal tissue to induce SAR via methyl esterase (*AtMES*) [26,27]. The SAR response may be more effective in confining disease spread in the moderately resistant TAG5 than in the susceptible ZG14 due to the higher SA levels.

TAG5 displayed a decrease in GA hormone levels following inoculation whilst the levels remained unchanged in ZG14 at 3 dpi. Gibberelins are a group of hormones that is usually implicated in plant development but have been associated with plant defence. Increased GA levels are associated with enhanced susceptibility towards necrotrophs [28]. GA is under the control of DELLA proteins, part of the GRAS family proteins that inhibit this signaling pathway [19,29]. A closely related transcription factor family, designated as Scarecrow-like (SCL), have been shown to have high similarity to other GRAS family proteins by containing the conserved VHIID and SAW motif [30,31]. In this study we found *SCL13* to be up-regulated in the susceptible ZG14 and suppressed in the moderately resistant TAG5. *SCL3* was found to modulate DELLA expression through repression thus promoting GA biosynthesis [32], and due to the high similarity with *SCL13,* one can postulate that SCL13 may be suppressed in TAG5 to relieve its repression on the DELLA proteins. The combinatorial effects of an increase in *GA2ox* and a decrease of *SCL13* in TAG5 may reduce the levels of GA in this host. Concurrent with this, the up-regulation of *SCL13* may contribute to the suppression of RGA and RGL2 in ZG14.

It is intriguing that from our study both SA and GA levels appear to be implicated in resistance as they are both down-regulated in TAG5 at 3 dpi following pathogen challenge. One possible explanation is the cross-talk between these hormone pathways. DELLA proteins have also been shown to repress SA signaling [28] and thus the possible relief in DELLA repression through *SCL13* could influence the down-regulation of the SA signaling pathway. This potential increase in DELLA’s through the down-regulation of *SCL13* in the moderately resistant TAG5, coupled with an increase in the expression of *WRKY33*, may stimulate the suppression of SA observed at the metabolite level in TAG5.

The hormone responses could also be pathogen induced. It has been shown that pathogens can produce gibberellins as a virulence factor facilitating its own growth and proliferation [33,34]. A preliminary investigation into the genome of *C. austroafricana* suggests that this fungus has the ability to produce gibberellins which may manipulate the GA pathway within the host (Mangwanda *et al.*, Unpublished). GA was first isolated from the pathogenic fungus, *Gibberella fujikuroi* and mutants that were deficient in this hormone production displayed no alteration in development. Thus it has been proposed that pathogens may produce hormones to modulate the defence response of the host. The production of GA could be employed by pathogens to degrade DELLA proteins therefore allowing for successful colonization [11,35]. This maybe a possible scenario occurring in the susceptible genotype.

### Susceptibility could be due to a delay in the expression of defence genes

The ability to detect the pathogen early in defence may afford the host an advantage to activate the correct down-stream response to limit the spread of the pathogen. Susceptibility could either result from the host lacking the required defence genes i.e. uncertainty in activating the correct response or it could be due to a later activation of the defence genes compared to a resistant host [36-39]. It is also plausible that both these scenarios could occur simultaneously. The pattern of a possible delayed defence response was observed in ZG14 compared to TAG5.

*EgrACO1* and *EgrIPCS2* were confirmed to be DE in moderately resistant TAG5 but not in the susceptible ZG14 at 3 dpi. However at 7 dpi the expression level of these candidates in ZG14 is comparable to that of TAG5. *IPCS2* is involved in limiting the spread of PCD which would be beneficial for defence against a necrotrophic pathogen [40-42]. Even in scenarios whereby the expression in TAG5 was higher compared to ZG14 at 3 dpi, as with *EgrOSM34, EgrPR1B* and *EgrPR3,* the expression level was similar for both hosts at 7 dpi. Thereby this indicates that ZG14 may have the required artillery to activate an effective defence response, however the timing has a crucial role. It is evident from the selected genes profiled in this study that TAG5 may be able to activate a quicker and more robust defence response compared to that of ZG14 which may contribute to resistance.

## Conclusion

In summary we show that cell wall modifications, fluctuations in the redox state and the combinatorial effects of phytohormones may contribute to moderately resistant phenotype of *E. grandis* to *C. austroafricana*. Taken together, the patterns that emerge from the transcriptome profiling suggest that the moderately resistant TAG5 is able to regulate its defence responses at various phases. Future work would include further investigation into the *C. austroafricana* genome to explore the pathogenicity mechanism employed by this pathogen. Additionally the data generated in this study illustrates that an integration and coordination of different responses is key in eliciting an effective response in *E. grandis* and extends our understanding of plant defence in woody species.

## Methods

### *E. grandis – C. austroafricana* inoculation trial

*E. grandis* ramets of clones TAG5 and ZG14 (Mondi, South Africa) with an approximate stem diameter of 1 cm (±0.2 cm) were challenged with the fungal pathogen *C. austroafricana* (isolate CMW2113) as described by Naidoo et al. [22]. Briefly, a 5 mm cork borer was used to create a wound on the stem by removing the bark and vascular cambium. The fungus was grown on 2% Malt extract agar (MEA) for 5 days at 28°C and an agar plug corresponding to the size of the wound was placed on the opening. Control plants were mock inoculated with sterile 2% MEA agar plugs. The inoculation site was sealed with Parafilm®. Plants were arranged in a randomized block design and kept in a controlled environment (28°C) for 6 weeks during which lesion lengths were recorded at 24 hpi, 48 hpi, 3 dpi and at 7 dpi. Stem material harboring the lesion as well a small section of surrounding healthy tissue was harvested at 24 hpi, 48 hpi, 3 dpi and at 7 dpi. Three biological replicates consisting of three ramets each were harvested for inoculated and mock-inoculated plants of each clone at the two time points.

### Hormone measurements

SA, JA and GA hormone measurements were performed at 24 hpi, 48 hpi, 3 dpi and 7 dpi on the harvested stem material by the Food & Drug Assurance Laboratories (Pretoria, South Africa) using a modified protocol from [43] with Agela Cleanert C8/SCX cartridges. A total of 0.2 g plant material was accurately weighed into a 50 mL polypropylene tubes and suspended in 2 mL Bieleski’s solvent (75% MeOH : 20% H_2_O : 5% Formic acid). These samples were sonicated (Integral Systems, 50 Hz) for 5 min, and then shook on a shaking platform for another 30 min at RT. The samples were centrifuged at 9500 g for 10 min at 4°C (Beckman Coulter Allegra X-22R centrifuge). The supernatants (SN) were kept and the pellet again re-suspended in 2 mL Bieleski’s solvent, shook and centrifuged. The SN were pooled. For JA and SA analyses, 1 mL of the pooled sample was filtered using nylon Clarinert syringe filters (0.22 μm, 13 mm, Agela Technologies) and placed into a vial. For GA analyses the samples were dried at 60°C in a TurboVap LV (Biotage) concentration evaporator using air. The dried extracts were re-suspended in 1 mL of 10% MeOH containing 0.1% formic acid. Solid phase extraction (SPE) cartridges (C8/SCX, 500 mg, Agela Technologies) were conditioned with 5 mL methanol (MeOH) and then 5 mL H_2_O containing 1 M formic acid. After loading with the samples, the columns were washed with 5 mL H_2_O containing 1 M formic acid. Samples were eluted using 3 mL 100% MeOH. The samples were dried in the concentration evaporator at 60°C, re-suspended with 200 μL 10% MeOH and filtered nylon Clarinert syringe filters (0.22 μm, 13 mm, Agela Technologies) into a vial for UPLC injection. 20 μL injections were made on the autosampler. An ABSCIEX API4000 mass spectrometer with turbo spray source was operated in negative ionization mode using a Shimadzu LC-20 AD UPLC binary pump, SIL20ACXR autosampler, and Shimadzu CTO-10A column oven. The Kruskal-Wallis test (p < 0.05) was applied to test the significance between samples.

### Sample preparation and transcriptome sequencing

Total RNA was extracted from the harvested material using a modified cetyl-trimethyl-ammonium bromide (CTAB) protocol [44]. A schematic of the amount of sample harvested and the process is represented in Figure 3a. Samples were treated with RNase-free DNaseI enzyme (Qiagen Inc, Valencia, CA) and purified using the RNeasy® MinElute Kit (Qiagen Inc, Valencia, CA) according to the manufacturers’ protocol. The concentration and quality of the RNA samples were determined by the Bio-Rad Experion analyzer (Bio-Rad, Hercules, CA). Purified samples of TAG5 and ZG14 (control and inoculated) at 3 dpi were sent to the Beijing Genome Institute (BGI) for RNA-Sequencing using the Illumina Genome Analyser with a 50 bp paired end module (Illumina, San Diego, CA).

### Bioinformatic analyses of transcriptome data

#### Read mapping and transcript quantification

RNA reads obtained from BGI for the moderately resistant TAG5 and susceptible ZG14 were processed through the Galaxy platform [45-47]. The quality of the reads was assessed using FASTQC and FASTQ groomer. Mapping of the reads was performed using Bowtie 2 which aligns the reads, and Tophat v2.0.4 which maps novel splice junctions against the *E. grandis* genome [version 1.1] with the allowance of 2 bp mismatch per 50 bp read and a maximum intron length of 10000 bp. Following mapping, Cufflinks v1.03 was used to quantify the transcript abundance.

#### Differential gene expression and gene ontology enrichment

The identification of significantly DE gene models was performed using Cuffdiff v1.0.3 (FPKM >1000). The lists of DE genes for the moderately resistant TAG5 and susceptible ZG14 were assigned an *Arabidopsis* TAIR 10 annotation based on reciprocal BLAST search and divided into up- and down-regulated datasets for each genotype. These subsets were then evaluated for significant (Benjamini & Hochberg False Discovery Rate (FDR) correction analysis, p < 0.05) over-representation of gene ontology terms using the **Bi**ological **N**etworks **G**ene **O**ntology tool (BiNGO) v2.44 which is a plugin for Cytoscape v2.8.2. To aid in the visualization of the various genes in the context of different metabolic processes, MAPMAN v3.5.1R2 [48] was employed.

### RT-qPCR validation

Total RNA extracted from 3 dpi for TAG5 and ZG14 (control and inoculated) was used for validation of the RNA-sequencing data using real-time quantitative PCR (RT-qPCR). Additionally, total RNA extracted from material harvested at 7 dpi was also investigated for expression patterns of selected genes. First strand cDNA synthesis was performed using the Improm II reverse transcriptase enzyme (Promega, Wisconcin, USA) according to the manufacturers’ protocol. Quantitative PCR was performed as outlined in Naidoo et al. [22] with the exception of different target and reference genes.

The amplification efficiency of each primer pair was determined using a serial dilution set made from a pool of cDNA samples. Relative expression and normalization was conducted using *qBASE*plus v1.0 [49]. 

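In the group FPKM values, both reference genes were lower in inoculated than in mock-inoculated trees. Eucgr.D02582 was tested and not called in either genotype (46.9 to 31.9 FPKM in TAG5, log2 ratio -0.55; 43.2 to 35.0 FPKM in ZG14, -0.31), and Eucgr.I01239 was not tested (25.0 to 18.0 FPKM, -0.47; 23.2 to 19.2 FPKM, -0.27).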

Normalization of the target genes was based on the stable expression of the following reference genes: ATP Binding protein (*EgrABP*, Eucgr.I01239) and Zinc ion Binding Protein (*EgrZIB*, Eucgr.D02582). Reference genes were regarded as stable if the mean coefficient of variation (CV) and stability (M) values were below 0.25 and 0.5 respectively. Primers for all genes were designed using Primer Designer 4 v4.20 (Sci Ed Central, Cary, North Carolina, USA) and synthesised by Whitehead Scientific (Cape Town, Western Cape, South Africa). The Shapiro-Wilk’s test was used to test for normality of the data with the statistical software package Analyse-it® (Analyse-it Software, Ltd., Leeds, UK). The Kruskal-Wallis test (p < 0.05) was applied to test the significance between samples.

### Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus repository (GSE67554; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67554).

## Additional files

Additional file 1: Table S1. Summary of statistics obtained for transcriptome profiling of TAG5 and ZG14 challenged with *C. austroafricana*. Additional file 2: Table S2. Summary of significantly differentially expressed genes and their annotations identified from *Eucalyptus grandis* TAG5 and ZG14. Additional file 3: Figure S1. Molecular function GO terms that are over-represented in TAG5 and ZG14. a – GO terms within the up-regulated dataset. b – GO terms within the down-regulated dataset (all terms for this dataset are shown). The y-axis represents the –log_2_(q-value) and the x-axis represents the GO terms within the datasets. Light and dark grey bars are ZG14 and TAG5 respectively. Additional file 4: Figure S2. Cellular component GO terms that are over-represented in TAG5 and ZG14. a – GO terms within the up-regulated dataset. b – GO terms within the down-regulated dataset. The y-axis represents the –log_2_(q-value) and the x-axis represents the GO terms within the datasets. Light and dark grey bars are ZG14 and TAG5 respectively. Additional file 5: Table S3. List of differentially expressed genes that are common between the susceptible (ZG14) and moderately resistant (TAG5) host.

## Abbreviations

ACO: 1-aminocyclopropane-1-carboxylate oxidase
JA: Jasmonic acid
AtMES: Methyl esterase
MEA: Malt extract agar
BP: Biological processes
MF: Molecular function
CC: Cellular component
OSM34: Osmotin 34
DE: Differentially expressed
PNP-A: Plant natriuretric acid
dpi: Days post inoculation
PCD: Programmed cell death
ET: Ethylene
PR1: Basic pathogenesis related 1
EBF: EIN3 Binding F-BOX
PR3: Pathogenesis related protein 3
GA: Gibberellic acid
ROS: Reactive oxygen species
GA2ox: GA 2-oxidases
SA: Salicylic acid
GPX2: Glutathione peroxidase 2
SAR: Systemic acquired resistance
hpi: Hours post inoculation
SCL13: Scarecrow-like 13
IPCS2: Inositol phosphorylceramide synthase 2
wpi: Weeks post inoculation

# Supplementary material for: Transcriptome and hormone profiling reveals Eucalyptus grandis defence responses against Chrysoporthe austroafricana
**Source:** BMC Genomics. 2015 Apr 18;16(1):319. doi: 10.1186/s12864-015-1529-x
**Supplement:** Additional file 1: Table S1. — Summary of statistics obtained for transcriptome profiling of TAG5 and ZG14 challenged with C. austroafricana.

| Samples           | RIN | Total PE Reads | % Mapped reads to <i>E. grandis</i> genome |            |       | % Mapped reads to <i>C. austroafricanca</i> genome | Q20 Percentage (%) | GC Percentage (%) | Expressed genes | Expressed transcripts |
|-------------------|-----|----------------|--------------------------------------------|------------|-------|----------------------------------------------------|--------------------|-------------------|-----------------|-----------------------|
|                   |     |                | Paired                                     | Singletons | Total |                                                    |                    |                   |                 |                       |
| TAG5 Control BR1  | 9.6 | 39,273,762     | 64.0                                       | 12.6       | 76.6  | 0.5                                                | 97.6               | 49.06             | 28448           | 32308                 |
| TAG5 Control BR2  | 9.7 | 39,195,029     | 64.5                                       | 13.2       | 77.6  | 0.5                                                | 97.59              | 49.2              | 28122           | 31914                 |
| TAG5 Control BR3  | 9.5 | 39,370,778     | 64.4                                       | 13.3       | 77.7  | 0.5                                                | 97.59              | 48.93             | 28239           | 32083                 |
| TAG5 Infected BR1 | 9.6 | 37,617,103     | 63.5                                       | 12.0       | 75.5  | 2.1                                                | 97.75              | 48.67             | 28487           | 32384                 |
| TAG5 Infected BR2 | 9.5 | 37,390,551     | 64.2                                       | 12.7       | 76.9  | 3.2                                                | 97.58              | 49.31             | 28688           | 32581                 |
| TAG5 Infected BR3 | 9.5 | 38,684,116     | 65.4                                       | 13.2       | 78.6  | 1.9                                                | 97.66              | 49.41             | 29829           | 32152                 |
| ZG14 Control BR1  | 9.6 | 37,594,917     | 65.3                                       | 13.1       | 78.4  | 0.5                                                | 97.68              | 49.02             | 27823           | 31644                 |
| ZG14 Control BR2  | 9.7 | 38,697,190     | 64.5                                       | 12.9       | 77.3  | 0.5                                                | 97.68              | 49.06             | 28043           | 31917                 |
| ZG14 Control BR3  | 9.6 | 38,856,446     | 63.9                                       | 12.6       | 76.5  | 0.5                                                | 98.16              | 48.76             | 28053           | 32003                 |
| ZG14 Infected BR1 | 9.7 | 38,062,937     | 63.6                                       | 11.5       | 75    | 2.9                                                | 98.13              | 49.33             | 27714           | 31525                 |
| ZG14 Infected BR2 | 9.6 | 34,373,634     | 64.5                                       | 11.7       | 76.2  | 3.2                                                | 98.18              | 48.36             | 27889           | 31707                 |
| ZG14 Infected BR3 | 9.7 | 36,626,103     | 64.3                                       | 11.5       | 75.8  | 3.2                                                | 98.13              | 48.77             | 27729           | 31568                 |

How the deposited data were processed for this re-analysis (not part of the article)

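Stem tissue of *E. grandis* TAG5 and ZG14 was sampled at 3 dpi after mock-inoculation or inoculation with *C. austroafricana*, in 12 samples that formed 4 groups of 3 biological replicates. The paper gives 34373634 to 39370778 paired-end reads of 50 bp per sample.

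The authors mapped reads with Bowtie 2 and Tophat v2.0.4 to version 1.1 of the *E. grandis* genome (2 mismatches, maximum intron 10000 bp), quantified them with Cufflinks v1.03 and compared groups with Cuffdiff v1.0.3, once per genotype. The FPKM values are, as deposited by the authors, fragments normalised to transcript length and library size and pooled over the replicates of a group. The p-values and q-values are those the authors' Cuffdiff runs gave, unadjusted and adjusted over gene models with status OK. The score of each gene model is the test statistic deposited by the authors, with a sign opposite to the log2 ratio. The paper's "FPKM >1000" setting could not be tied to a step.

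From these tables, the log2 ratio of inoculated to mock-inoculated FPKM was computed without a pseudocount, and p-values of gene models with status OK were adjusted by the method of Benjamini and Hochberg at 0.05. The standard error of a log2 ratio was its size over that of the statistic. The difference of the genotypes' ratios was divided by the combined standard error, compared with the normal distribution and adjusted over the 3742 gene models tested in both. Correlations were Spearman's and Pearson's, with 1000 bootstrap draws over gene models. Neighbouring gene models called together were compared with 1000 permutations of the calls over tested gene models. Shares were given exact 95% binomial intervals. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data with 200 changed gene models per comparison.

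The gene models named were those of Tables 1 and 2 and others that the paper names, matched by identifier or TAIR10 name; the 3 largest rises and falls among called gene models with at least 1 FPKM in both groups; the 3 largest differences among those called in opposite directions; the 3 largest z statistics each way; and the 3 largest rises and falls among untested gene models with at least 10 FPKM in 1 group and 1 FPKM in both. The values in the paper's tables had been seen when this rule was set. Eucgr.I02271 falls under the second part. The search for caffeoyl CoA O-methyltransferase was widened to its abbreviation after the first search had matched 0 gene models. Names came from Tables S2 and S3, held in copies of 1998 and 864 gene models, so that other gene models with the same names may be absent.

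Alternatives changed the threshold, a fold change minimum, the adjustment, an FPKM minimum, the pseudocount, centring, the size of standard errors, the gene models correlated and the distance of neighbours. GO and MapMan enrichment was not tested, as the annotations were held in part. Hormone, lesion and RT-qPCR measurements were not analysed here. No value per replicate was held, so that no spread between replicates was measured.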

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

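The tests of swapped labels and chance variation, and the count of falls, were chosen only after the result was seen, and so was the use of 2 alternatives set earlier, centring and larger standard errors, as tests of an explanation; the tests of neighbouring gene models and of locus length were set before their result was seen.

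A difference between the genotypes in the response to inoculation drew attention for 168 gene models, and for 13 gene models called in opposite directions. The largest z statistics with the higher ratio in TAG5 were those of Eucgr.B03742 (difference of log2 ratios 2.46), Eucgr.A01726 (3.96) and Eucgr.H04367 (6.33), and with the higher ratio in ZG14 those of Eucgr.H00655 (-0.83), Eucgr.L02001 (-1.87) and Eucgr.E00540 (-0.51). Among the gene models called in opposite directions the largest differences were those of Eucgr.I02625, a hydroxyproline-rich glycoprotein (2.73), *SCL13* (Eucgr.E03895, -1.98) and Eucgr.J02119, a late embryogenesis abundant protein (-1.87).

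Among the gene models with the largest rises, the difference was called for Eucgr.F02733 (3.46), Eucgr.G03344 (2.96) and Eucgr.E00357 (3.41), picked for their rise in TAG5, and for Eucgr.J00889 (3.52), Eucgr.I01194 (3.37) and Eucgr.L00636 (5.20), picked for their rise in ZG14. In all 6 the rise was larger in TAG5, from a lower FPKM in mock-inoculated TAG5 than in mock-inoculated ZG14, and the size of such differences rests on low FPKM values: with a pseudocount of 10 FPKM the log2 ratio of Eucgr.L00636 in TAG5 was 3.08 and the log2 ratio of Eucgr.L00636 in ZG14 was 2.91. Among the gene models that the paper names, it was called for *PNP-A* (Eucgr.C00204, 1.50), *ERF1* (Eucgr.K03266, 1.44), the pectin lyase-like Eucgr.E00105 (1.42) and Eucgr.H04092 (2.03), PMEI (Eucgr.E01463, 3.61), *CML23* (Eucgr.F02840, -1.25), *CML37* (Eucgr.F03632, -1.34), the peroxidase Eucgr.F04198 (1.09), the PAL gene models Eucgr.G02850 (1.08) and Eucgr.G02851 (1.23), and the *PR1*-annotated Eucgr.L01707 (1.41).

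Of the technical explanations, scaling between the groups of a genotype is argued against by centring each genotype on its median, which left 154 of the 168 called. Labels swapped in 1 genotype are argued against by the correlation of the responses across gene models, a Spearman's rho of 0.82. Reads shared between neighbouring gene copies cannot be judged for most of the 168. Another gene model lay within 10 kb for 76.2% of the 168, against 90.2% of all tested in both. That count takes in any gene model, and whether its sequence was similar was not measured. It argues against such sharing only for gene models without a neighbour at that distance. Sharing between distant copies was not tested. Standard errors of the authors' model that are too small cannot be told apart from a true difference for most of the 168: 4 were called with standard errors multiplied by 2 (Eucgr.A01726, Eucgr.B03742, Eucgr.H00655 and Eucgr.L02001), and no value per replicate was held to measure the spread. For Eucgr.H00655 and Eucgr.E00540, which lost their call when standard errors were raised to at least the genotype's median, very small standard errors may be the reason. GC content, library batches and alleles of a genotype that differ from the reference were not tested for these gene models. A biological difference between TAG5 and ZG14 stays open and untested, as 1 genotype stood for each level of resistance.

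Changes also appeared in gene models that the paper's counts leave out because Cuffdiff did not test them: 2699 in TAG5 and 3163 in ZG14 were called when the adjustment covered the whole table. Among untested gene models with at least 10 FPKM in 1 group and 1 FPKM in both, the largest rises in TAG5 were those of Eucgr.G01535 (log2 ratio 4.69), Eucgr.J00530 (4.66) and Eucgr.G00507 (allene oxide synthase, 4.64), and the largest falls those of Eucgr.G02998 (-3.71), Eucgr.G01694 (-3.62) and Eucgr.J01064 (-3.26). In ZG14 the largest rises were those of Eucgr.I01449 (4.03), Eucgr.H02573 (a glutathione S-transferase, 3.93) and Eucgr.H02578 (3.64), and the largest falls those of Eucgr.H02908 (-3.64, from its FPKM values; its status is FAIL, and it is not among the 3163), Eucgr.L01508 (-3.50) and Eucgr.K00917 (-3.41).

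Chance variation at low FPKM is argued against as the cause of these changes taken together: 90.9% of the 2699 moved in the same direction in ZG14, and 90.5% of the 3163 in the same direction in TAG5. This says nothing of any single gene model, and the direction may be shared in part because reads of similar gene models are shared, which was not tested for them. Reads of the pathogen assigned to host gene models were not tested by any value here and stay open for the rises. Such reads would add to the inoculated group, and 1020 of the 2699 and 1493 of the 3163 were falls, but a count of falls does not measure them. Short gene models that reach too few fragments for a test are argued against as the reason why gene models at 10 FPKM or more were left untested in TAG5: at 10 to 40 FPKM the median locus length was 3832 bases for NOTEST and 3613 bases for tested gene models. Locus length includes introns, so it stands in for transcript length. A response of the trees to inoculation stays open for all of these.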

How the results depend on the processing

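The choices and alternatives named here were set before the data were examined, except for 2 alternatives chosen after seeing the data: the adjustment over gene models with status OK or NOTEST and at least 1 FPKM in both groups, and standard errors raised to at least the genotype's median.

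With an adjusted p threshold of 0.01 all counts stayed within 1.5 times their value at 0.05 (1088 called in TAG5, 1183 in ZG14, 626 in the same direction, 458 in TAG5 alone and 553 in ZG14 alone, and 116 differing between genotypes), except the opposite directions, which fell to 4. A further minimum of a 2-fold change gave 729 in TAG5, 628 in ZG14, 359 in the same direction, 1 in opposite directions, 369 in TAG5 alone and 268 in ZG14 alone. Bonferroni's correction gave 565, 723, 343, 0, 222 and 380 in the same order. Both are stricter by construction for the calls within a genotype and for those shared in the same direction. The single-genotype lists lost and also gained members. With the 2-fold minimum, 226 of the 369 TAG5-alone and 203 of the 268 ZG14-alone gene models were in the main lists. With Bonferroni's correction, 152 of the 222 and 233 of the 380 were. The adjustment over the whole table, with untested gene models at their listed p, gave 3946, 4455, 2397, 51, 1498 and 2007, with both gains and losses: 1247 of the 1539, 1292 of the 1495, 708 of the 866 common, 9 of the 13, 345 of the 660 TAG5-alone and 390 of the 616 ZG14-alone gene models kept their place. The adjustment over gene models with status OK or NOTEST and at least 1 FPKM in both groups gave 3375, 4139, 2076, 43, 1256 and 2020, with 1357 and 1397 shared with the calls of tested gene models. Both let untested gene models be called and change the threshold for tested ones.

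With only gene models tested in both genotypes, 1216, 1228, 855 and 12 were called, in the same order, and the single-genotype calls fell to 349 in TAG5 and 361 in ZG14, since those untested in the other genotype drop out. With a test in the other genotype and an unadjusted p of 0.05 or more there, 274 and 266 were left, and with a called difference between genotypes 32 and 60. A mean FPKM of at least 10 removed no tested gene model, so that it says nothing about stability.

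The gene models that differed between genotypes numbered 52 with standard errors multiplied by 1.5 and 4 with standard errors multiplied by 2, larger errors giving fewer calls by construction. After centring they numbered 165, of which 154 were shared with the 168, and 145 with standard errors raised to at least the genotype's median. Spearman's rho of the responses was 0.83 over the 1593 gene models tested in both genotypes and called in either. It was 0.73 over those with at least 1 FPKM in all 4 groups. The cause was not tested. Neighbouring gene models called together in ZG14 had a ratio to permuted calls of 1.18 at less than 10 kb (permutation p = 0.0979) and of 1.12 at 50 kb or more (permutation p = 0.0629), no longer past 0.05 as at any distance; these hold 796 and 1949 of the 4072 pairs, and the cause was not tested. In TAG5 the ratio stayed past 0.05 at both distances (1.33 and 1.22).

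Of 210 log2 ratios of named gene models, 208 stayed within their standard error after centring, 181 with a pseudocount of 1 FPKM and 89 with a pseudocount of 10 FPKM. None of these can reverse a called ratio, so that the signs say nothing about stability. Of 64 differences between genotypes of named gene models, 22 lost their call with standard errors multiplied by 2, and 2 with standard errors raised to at least the genotype's median. The alternatives for gene lists (a pseudocount, untested gene models, centring) were not run, as no test of a list was made. Leaving out each replicate, a fit with the replicate as a block and other splits of the samples were not run, since the tables hold 1 value per group. No paired analysis was possible because each group has a single pooled value and no value per replicate was held. At 34373634 to 39370778 reads per sample, whether depth set the gene models left untested was not tested. NOTEST gene models reached 35.7 FPKM in TAG5 and 37.0 FPKM in ZG14, and for gene models not tested in a genotype the absence of a call there does not separate no response from no test.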

Differences from the paper's values

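Of 79 log2 values of Tables 1 and 2 compared, 76 lay within 0.01 of the recomputed value. For the pectin lyase-like Eucgr.H04092 in TAG5 the paper's value is 3.33, and the value here was 3.06. The alternatives set before the data were examined gave 2.94 with a pseudocount of 1 FPKM, 2.19 with a pseudocount of 10 FPKM and 3.03 after centring, so that none of the 3 comes within the standard error of the paper's value. For *CESA4* (Eucgr.A01324) in TAG5 the paper's value is -2.79, and the value here was 0.81, with 0.78, 0.61 and 0.78 under the same alternatives, none of which comes within the standard error of the paper's value. None of these alternatives can reverse a called ratio, so they could not account for the sign. The third, *RGL2* (Eucgr.J01594) in ZG14, was -0.66 in the paper and -0.60 here, within the standard error. The authors' deposited log2 ratios for Eucgr.H04092, *CESA4* and *RGL2* were 3.06, 0.81 and -0.60. These 3 differences thus lie between the paper's Tables 1 and 2 and the authors' own output, not in the processing here. For the gene models called in TAG5 alone, the paper's count is 659, and the count here was 660. For common gene models with an *A. thaliana* identifier, the paper's count is 809, and the copy of Table S3 held here had 664. The 2 common gene models absent from that copy do not account for this, and the reason was not tested. Counts of common gene models by description may thus miss some.

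The paper states that *PR1* was not DE. Of 3 gene models annotated with its name, 3 were called up-regulated in TAG5 (log2 ratios of 1.93 to 1.96) and 0 in ZG14. The paper places *EBF1* and *EBF2* in ZG14 and not in TAG5. In TAG5 both were untested and rose by 1.41 and 1.48 on the log2 scale, and both were called by the adjustment over the whole table. The paper lists *ERF2*, *MES1*, *IPCS2* and *GPX2* for TAG5 and not for ZG14. In ZG14 all 4 were untested, with an unadjusted p of 7.6e-08, 1.9e-09, 1.0e-05 and 0.042 in the authors' deposited table. The adjustment over the whole table called the first 3. From RT-qPCR at 3 dpi, the paper also reports *IPCS2* and *ACO1* as DE in TAG5 but not in ZG14. It further reports higher *PR3* and *OSM34* in TAG5 by that method. Those RT-qPCR values were not analysed here.

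Table 2 gives N/A for Eucgr.H04092 in ZG14, where it was called (18.4 to 37.8 FPKM). The paper's choice of genes for RT-qPCR places *PNP-A* in TAG5 and not in ZG14, while its Table 1 and the values here hold a fall in ZG14 (-0.63, called). The paper states that *ACO1* was lower in ZG14; its FPKM in ZG14 (20.9 mock-inoculated, 21.6 inoculated) was below that of inoculated TAG5 (38.5) and above that of mock-inoculated TAG5 (3.19). The paper reads N/A as absence of expression. All 31 such entries had an FPKM above 0 in both groups, and 13 of 13 in TAG5 and 17 of 18 in ZG14 had at least 1 FPKM in both. The exception, *WAK2* (Eucgr.F01829) in ZG14, was close to absent, at 0.131 FPKM in mock-inoculated and 0.0318 FPKM in inoculated trees.

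The paper states that *PR3* and *PR4* were up-regulated in both genotypes and higher in TAG5. For *PR3* the 3 gene models of Table 1 tested in both were up-regulated in both, with the higher log2 ratio in TAG5 for Eucgr.I01495 and Eucgr.L00937 and in ZG14 for Eucgr.J02519 (1.35 and 1.76), while Eucgr.I02271, which carries the same TAIR10 name and is not in that table, was down-regulated in both (-3.01 and -2.55); 0 differences between genotypes were called among these 4. The paper speaks of the level of expression without naming the measure. The FPKM in inoculated trees was higher in TAG5 for Eucgr.I01495 (428 against 267 FPKM), Eucgr.L00937 (56.6 against 46.4) and Eucgr.J02518 (44.7 against 36.6). It was near equal for Eucgr.J02519 (39.2 against 39.5). Levels were not tested between genotypes. For *PR4*, Eucgr.B02122 was called in TAG5 (1.26) and untested in ZG14 (0.18), and Eucgr.H04329 fell in ZG14 (-1.49), with levels in inoculated TAG5 and ZG14 of 45.1 and 32.6 FPKM, and of 29.4 and 24.6 FPKM. *OSM34*, stated to be higher in TAG5, had an FPKM of 791 in inoculated TAG5 and 435 in inoculated ZG14, and the log2 ratio to mock-inoculated trees was 0.93 in both.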

Other observations

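The tests of scaling, direction in the other genotype, untested gene models, mapping, pathogen reads, prior induction and selection below were chosen only after the result was seen; the tests with exchanged standard errors and with distant neighbours were set before their result was seen.

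Gene models called in 1 genotype alone. That these had no response in the other genotype is argued against as a general account: 90.8% of those called in TAG5 alone and tested in ZG14 moved in the same direction there, and 81.4% of those called in ZG14 alone and tested in TAG5, against 50% with no relation. Of those left untested (NOTEST) in the other genotype, 59.0% of the TAG5-alone and 59.0% of the ZG14-alone gene models had an unadjusted p under 0.05 there, against 5% if none changed. A candidate explanation for part of the single-genotype counts is thus that gene models changed in both genotypes and were not tested in 1 of them. The standard errors were larger in TAG5, with a median of 0.25 against 0.21 in ZG14 over gene models tested in both. With those of ZG14 put in their place, 31.7% of the ZG14-alone gene models tested in TAG5 (116) were called in TAG5, so larger standard errors do not account for most of them. A smaller response in the other genotype stays open.

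Genotype differences in mock-inoculated trees. The SD of the log2 ratio of TAG5 to ZG14 across gene models tested in both was 0.55 in mock-inoculated and 0.41 in inoculated trees, and a difference of at least 4-fold was found in 48 and 4 of them. Over the 19174 gene models with at least 1 FPKM in all 4 groups the contrast was weaker, with SDs of 0.71 and 0.59 and 465 and 192 gene models at least 4-fold apart. Of the gene models whose response differed, 67.3% had the larger genotype difference in mock-inoculated trees, against 50.5% of the others. Copies or alleles of a genotype that map worse to the reference would act alike in both groups, so the smaller spread in inoculated trees argues against them as the whole cause. Pathogen present in the mock-inoculated ZG14 trees is argued against by Table S1, with 0.5% of reads on the pathogen genome in mock-inoculated trees of both genotypes. Response genes already induced in mock-inoculated ZG14 could give the pattern: 66.1% of those up-regulated in both genotypes had the higher FPKM in mock-inoculated ZG14. This cannot be told apart from selection, since a low mock-inoculated value favours a call, and the share was 51.5% among gene models chosen by their rise in ZG14 and 68.7% among those chosen by their rise in TAG5. A difference in handling or sampling of the mock-inoculated groups was not tested.

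Larger rises in TAG5. Of the gene models up-regulated in both genotypes, most rose more in TAG5. Selection of larger changes by the larger standard errors of TAG5 is argued against as the whole cause by the gene models called up in ZG14 and tested in TAG5, whatever their call there, whose median difference was 0.13 (bootstrap 0.08 to 0.19 over gene models, which are not independent). A test in TAG5 favours those that rose there, but over all 749 called up in ZG14, with the 104 not tested in TAG5, the median was 0.11 (bootstrap 0.06 to 0.16). Part of this is a shift of tested gene models as a whole, with medians of 0.030 in TAG5 and -0.03 in ZG14. Scaling between groups is argued against as the whole cause by centring, after which 75.7% of those up-regulated in both still rose more in TAG5. That set is open to the selection above, and scaling and selection together were not tested. A stronger response of TAG5 at 3 dpi may be the reason, as a hypothesis found and tested on the same data, and a different share of responding cells in the sampled tissue was not tested.

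Neighbouring gene models. Among adjacent tested gene models, 331 of 4345 pairs in TAG5 were called in the same direction, against a mean of 262 with permuted calls (ratio 1.26, permutation p = 0.001, the smallest the permutations can give), and 322 of 4072 pairs in ZG14, against 259.9 (ratio 1.24, permutation p = 0.001, again the smallest). Reads shared between neighbouring gene copies are argued against as the whole cause in TAG5, where the ratio was 1.22 at 50 kb or more. In ZG14, with 1.12 at that distance, they cannot be told apart from other causes, as the excess was not past 0.05. Shared regulation was not tested.

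Reference genes. Both RT-qPCR reference genes had a lower FPKM in inoculated trees of both genotypes, though not past the threshold where tested. In TAG5 scaling between groups is argued against only as far as the authors' model errors hold, which may be too small. The genes, at log2 ratios of -0.47 and -0.55, lay below the median of tested gene models (0.030) by a summed distance of -3.06 such standard errors. In ZG14, at -0.27 and -0.31 against a median of -0.03, the distance was -1.86 standard errors, so that scaling cannot be told apart from a fall of the genes there, the distance being within the authors' model errors. Target genes measured against the reference genes could thus appear to rise more in inoculated trees, by an amount that was not tested on RT-qPCR values.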
